# *Nkx2.9* Contributes to Mid-Hindbrain Patterning by Regulation of mdDA Neuronal Cell-Fate and Repression of a Hindbrain-Specific Cell-Fate

**DOI:** 10.3390/ijms222312663

**Published:** 2021-11-23

**Authors:** Willemieke M. Kouwenhoven, Lars von Oerthel, Maria Gruppilo, Jianmin Tian, Cindy M. R. J. Wagemans, Imke G. J. Houwers, Joseph Locker, Simone Mesman, Marten P. Smidt

**Keywords:** *Nkx2.9*, *Nkx2.8*, mdDA, IsO, mouse, *Wnt8b*, mid-hindbrain

## Abstract

*Nkx2.9* is a member of the NK homeobox family and resembles *Nkx2.2* both in homology and expression pattern. However, while *Nkx2.2* is required for development of serotonergic neurons, the role of *Nkx2.9* in the mid-hindbrain region is still ill-defined. We have previously shown that *Nkx2.9* expression is downregulated upon loss of *En1* during development. Here, we determined whether mdDA neurons require *Nkx2.9* during their development. We show that *Nkx2.9* is strongly expressed in the IsO and in the VZ and SVZ of the embryonic midbrain, and the majority of mdDA neurons expressed *Nkx2.9* during their development. Although the expression of *Dat* and *Cck* are slightly affected during development, the overall development and cytoarchitecture of TH-expressing neurons is not affected in the adult *Nkx2.9*-depleted midbrain. Transcriptome analysis at E14.5 indicated that genes involved in mid- and hindbrain development are affected by *Nkx2.9*-ablation, such as *Wnt8b* and *Tph2*. Although the expression of *Tph2* extends more rostral into the isthmic area in the *Nkx2.9* mutants, the establishment of the IsO is not affected. Taken together, these data point to a minor role for *Nkx2.9* in mid-hindbrain patterning by repressing a hindbrain-specific cell-fate in the IsO and by subtle regulation of mdDA neuronal subset specification.

## 1. Introduction

NK homeobox genes, first described in drosophila, program organogenesis during embryonic development [1]. The murine NK2 family consists of seven genes: *Nkx2.1*–*Nkx2.6* and *Nkx2.9*, which is named *Nkx2.8* in most other species [2,3,4]. These seven genes can be subdivided based on their homology to the drosophila NK genes and their dependence on sonic hedgehog (SHH) signaling. *Nkx2.1*, *Nkx2.2* and *Nkx2.9* resemble NK2 drosophila genes and are dependent on SHH-signaling for their expression, whilst *Nkx2.3*, *Nkx2.5* and *Nkx2.6* resemble NK3 and are SHH-independent [4,5]. 

Solely, *Nkx2.1*, *Nkx2.2* and *Nkx2.9* are expressed in the central nervous system. While *Nkx2.1* is involved in ventral programming of the basal ganglia [6], *Nkx2.2* is pivotal for the development of serotonergic neurons in the hindbrain [7]. *Nkx2.9* displays strong similarity both in homology (~88%) and in expression pattern to *Nkx2.2*. During early embryonic development (after E9.5) *Nkx2.9* is present in the dorsal nervous system and is present in the zona limitans intrathalamica (ZLI), which is marked by expression of *Shh* [8]. Nonetheless, *Nkx2.9* is unable to rescue the serotonin neurons in *Nkx2.2*-ablated animals, suggesting it has a unique (though unknown) role during the development of the central nervous system [4,7,9,10,11]. 

Mesodiencephalic dopaminergic neurons (mdDA) are generated around E11.5 and develop into the substantia nigra pars compacta (SNc) and ventral tegmental area (VTA) [12]. The dopaminergic progenitor pool is dependent on the expression of early transcription factors (e.g., *Nurr1*, *Lmx1a/b*, *En1*, *Otx2*), morphogenetic factors *Shh* and Wnt/β-catenin, as well as the correct organization of molecular signaling centers such as the isthmic organizer (IsO) [13,14,15]. Previously, we investigated the role of homeobox transcription factor Engrailed-1 (*En1*) in the development of mdDA neurons, and genome-wide expression analysis on *En1*-ablated dissected midbrain material at E13.5 designated *Nkx2.9* as a direct or indirect transcriptional target of *En1* [16]. Here, we elaborate on this finding and determine whether mdDA neurons require *Nkx2.9* during their developmental progression. We show for the first time that *Nkx2.9* is expressed in the ventricular zone (VZ) and subventricular zone (SVZ) of the midbrain, harboring mdDA progenitor cells, and that the majority of mdDA neurons express *Nkx2.9* during their development. Interestingly, the neuroanatomical architecture and number of TH-neurons is not clearly affected during development, and later, in the adult brain. However, expression of *Dat* and *Cck* appears to be affected in the *Nkx2.9* mutant at E14.5, which recovers in the adult, suggesting a small role for *Nkx2.9* in terminal differentiation. Transcriptome analysis of E14.5 dissected midbrain material of the *Nkx2.9* mutant indicated that early factors in mid- and hindbrain development are alternatively expressed, such as *Wnt8b* in the midbrain and *Tph2* in the hindbrain. Although the expression of *Tph2* extends more rostral into the isthmic area in the *Nkx2.9* mutants, the establishment of the IsO is not affected. Taken together, *Nkx2.9* is an early transcription factor that is expressed by the majority of mdDA neurons during development and has a minor role in mid-hindbrain patterning by repressing a hindbrain-specific cell-fate in the IsO, and by subtle regulation of mdDA neuronal subset specification.

## 2. Results

### 2.1. Nkx2.9 Transcript Expression in Mesencephalon and Metencephalon Is Dependent on En1

The embryonic development of mdDA neuronal subsets depends on the interplay of different (homeobox) transcription factors such as *Pitx3*, *Nurr1*, *Otx2* and *En1* [13,15]. The latter has been shown to be pivotal for the correct development and survival for mdDA neurons [16,17,18] as well as the correct maintenance of the IsO [19]. In a previously published genome-wide expression analysis on E13.5 *En1*-ablated dissected midbrain material, *Nkx2.9* was significantly down-regulated [16], suggesting that *Nkx2.9* is a direct or indirect transcriptional target of *En1*. To substantiate this finding, we performed in situ hybridization of *Nkx2.9* in control and *En1*KO animals (Figure 1). At E12.5 the *Nkx2.9* transcript is present in the rostral hindbrain, the dorsal midbrain, and extends into the diencephalon through expression in the ZLI (Figure 1B). Furthermore, *Nkx2.9* is strongly expressed in the region of the IsO. In the absence of *En1* the expression in medial sections is lost in the IsO-region (asterisk, Figure 1B), but expression is retained in the ZLI. These data indicate that the correct expression pattern of *Nkx2.9* is dependent on *En1* activity, and these data also propose the possibility that *Nkx2.9*-deficiency might contribute to the changes observed in the mid- and hindbrain region as a consequence of *En1*-ablation [19].

### 2.2. Nkx2.9 Transcript Expression Is Present in the mdDA Precursor Region

In order to investigate if *Nkx2.9* has a potential role in the generation and development of mdDA neurons, we elected to first describe the expression pattern at E12.5 relative to the expression pattern of tyrosine hydroxylase (TH), the rate-limiting enzyme in the production of dopamine (Figure 2A,B). Double-labeling of the *Nkx2.9* transcript (blue) and TH protein (brown) at E12.5 revealed that *Nkx2.9* is expressed in the VZ and SVZ of the midbrain. Furthermore, in (para-)medial sections the *Nkx2.9* transcript is expressed in such proximity to the TH protein that possible colocalization cannot be excluded. In contrast, the *Nkx2.9* transcript is clearly located dorsal-caudal to the TH expression pattern in lateral sections. Moreover, in medial sections of the E12.5 developing brain *Nkx2.9* expression is present in the IsO, as is indicated by overlapping expression with *Fgf8* (arrowhead, Figure 2C).

To determine whether *Nkx2.9* could also have a function during terminal differentiation of the mdDA neurons, we visualized *Nkx2.9* mRNA at E14.5. This revealed that the area of *Nkx2.9* expression is strongly reduced compared to its expression area at E12.5. At E14.5 the expression of *Nkx2.9* is restricted to a small region in the mid-hindbrain area at this stage, as *Nkx2.9* mRNA is solely present at the most caudal border of the midbrain (arrowhead, Figure 2D). Thus, based on its temporal and spatial expression pattern *Nkx2.9* appears to be only scarcely expressed in the midbrain area at the time-point at which mdDA neurons terminally differentiate. The abundant expression of *Nkx2.9* in the presumed mdDA precursor zone at E12.5 [20,21], and strong reduction in expression at later time-points, suggests that *Nkx2.9* is most likely able to exert an effect on the dopamine system during the precursor state of mdDA neuronal development. 

### 2.3. A Major Subset of mdDA Neurons Originates from a Nkx2.9-Positive Lineage

To further determine the possible role of *Nkx2.9* in mdDA precursors we analyzed an *Nkx2.9* knock-out/LacZ knock-in a mouse model [22]. In this model, the first exon of the *Nkx2.9* transcript was replaced by a LacZ-NLS which was joined to the ATG start codon at the intact 5-UTR, and *LacZ* expression generally recapitulates endogenous *Nkx2.9* expression as shown previously [22]. As such, we used this model to fate-map cells that at one point in time would have expressed *Nkx2.9* during normal murine development.

First, at E12.5, β-galactosidase (β-gal) protein is present in the IsO (arrowhead, Figure 3B), in the ventricular zone (arrow, Figure 3B) and in the hindbrain (>, Figure 3B). This pattern at this (early) stage largely overlaps with the native *Nkx2.9* expression (compare Figure 2B and Figure 3B). Second, at E14.5 the mid- and hindbrain area harbors cells over the entire lateral-medial axis that are positive for β-gal protein, particularly in the region of the mdDA neuronal pool (arrows, Figure 3D). This is even more apparent in more lateral sections, in which the β-gal protein can be found in the ventral midbrain abutting the mesencephalic flexure (arrows, Figure 3D). Thus, these fate-mapping experiments reveal that during development many cells located in the mid-hindbrain region encountered (transient) expression of *Nkx2.9*. Interestingly, the observed expression of the β-gal protein at E14.5 is much broader than the previously described expression of the *Nkx2.9* transcript, indicating that the expression of the β-gal protein is highly stable and detectable long after expression of *Nkx2.9* has stopped.

Since we observed scarce *Nkx2.9* transcript expression in the region of the mdDA neuronal pool at E14.5 (Figure 2D), but an abundance of β-gal protein in the ventricular zone at E12.5, as well as in the region of the mdDA neuronal pool at E14.5, we hypothesized that a subset of mdDA neurons may have expressed *Nkx2.9* during their development. Thus, we performed a double-labeling experiment to visualize both TH (green) protein and β-gal protein (red) at the stage of terminal differentiation (E14.5) of mdDA neurons. Double-positive mdDA neurons were found both in the rostral-lateral midbrain (Figure 3F, yellow arrowheads, box 1, 3) and in the caudomedial midbrain (Figure 3F, box 5–8). Indeed, this suggests that most of the mdDA neurons (transiently) express *Nkx2.9* at one point in time, considering the expression of *Nkx2.9* transcript these neurons most likely expressed *Nkx2.9* during the precursor stage. Remarkably, the mdDA neurons that are negative for β-gal (Figure 3F, white arrowheads, box 1–8) are interspersed with double-positive mdDA neurons (Figure 3F, yellow arrowheads, box 1–8), indicating that the mdDA neuronal population contains at least two different neuronal populations: a population that expressed *Nkx2.9* during development and a population that did not express this gene. In order to substantiate this point, we analyzed adult *Nkx2.9*LacZ/+ brains for TH and β-gal presence (Figure 3H). This analysis confirmed that double-positive mdDA neurons were found in both the SNc and VTA region neurons (yellow arrowheads, Figure 3H), again in close proximity to mdDA neurons that did not originate from an *Nkx2.9*-positive lineage (white arrowheads, Figure 3H). In sum, we propose that a large subset of mdDA neurons in both the VTA and SNc originates from a Nkx2.9-positive precursor lineage population.

### 2.4. Nkx2.9-Ablation Does Not Affect the mdDA Precursor Proliferation, but Decreases Dat Expression at E14.5

Having demonstrated that a large part of the mdDA neurons finds its origin in an *Nkx2.9*-positive precursor lineage, we aimed to determine the specific role of *Nkx2.9* in these neurons. To start, we analyzed whether the loss of *Nkx2.9* affected the cytoarchitecture of the mid-hindbrain region, and thus we traced LacZ-expressing cells by visualizing β-gal activity in *Nkx2.9*LacZ/+ and *Nkx2.9*LacZ/LacZ hemispheres at E14.5 (Figure 4A–D). In the absence of *Nkx2.9*, the mid- and hindbrain area displayed remarkably increased levels of β-gal activity, compared to the loss of just one allele (arrowheads, Figure 4B, and compare Figure 3F to Figure 4D). This could be indicative of increased proliferation in the isthmic area in the absence of *Nkx2.9*, which may affect the initial pool size of neurons in the mid-hindbrain region. Thus, in order to determine whether proliferation is affected in the *Nkx2.9*LacZ/LacZ embryonic midbrain, we performed an immunohistochemistry experiment for phosphorylated Histone-H3 (pHH3), a marker for mitotic cells [23]. We observed no clear difference in proliferation in the absence of *Nkx2.9* at the stages E12.5 (Figure 4E,F) and E14.5 (Figure 4G,H). The increase in β-gal protein in the mutant would, therefore, most likely be caused by the presence of two functional alleles of LacZ, which would double the levels of β-gal protein in each *Nkx2.9*-fate-mapped cell, rather than by a change in proliferation.

Interestingly, the β-gal level within the mdDA region of *Nkx2.9*-ablated mice displayed diminished expression (arrows, compare Figure 3F to Figure 4D), relative to the levels of β-gal protein expression in the ventricular zone (arrowheads, Figure 4D). This change might suggest that the ablation of *Nkx2.9* affects the developing mdDA neurons without altering proliferation in the mid-hindbrain region. To determine whether the decrease in *LacZ* expression is reflected in a cell-intrinsic decrease or regional-specific loss of mdDA neuronal markers, we performed an independent set of ISH experiments (Figure 5A–C). This showed that expression of *Dat* was affected in absence of *Nkx2.9* and revealed that the loss of *Dat* was highly specific to the most caudomedial region of the midbrain (arrowhead, Figure 5B). In situ hybridization experiments on an adjacent set for *Th* transcript, clarified that the absence of *Dat* was not caused by the selective absence of mdDA neurons in that region (Figure 5C). Since we previously determined that the expression of *Dat* is enriched in a rostral subset of the mdDA neuronal pool [24], we expected that more subset markers might be affected as a consequence of *Nkx2.9* removal. Thus, we investigated the expression patterns of two known markers that define the rostral and caudal subsets *Ahd2* and *Cck*, respectively [15,16]. We observed no clear alterations in the transcript pattern of *Ahd2* on adjacent sections in wild type and *Nkx2.9*-ablated animals (Figure 5D), though *Cck* expression appeared to be slightly affected (Figure 5E, arrowheads). Taken together, these data point to a possible role for *Nkx2.9* in fate determination of mdDA neurons early during development. 

### 2.5. Loss of Nkx2.9 Does Not Affect the mdDA Neuronal Population in the Adult Midbrain

As was shown previously, the *En1* mutant shows a progressive loss of mdDA neurons when animals age [17]. *Nkx2.9* is lost in the *En1* mutant (Figure 1) and the affected fate determination at E14.5 (Figure 5) could similarly result in a loss of mdDA neurons in the adult midbrain. Thus, to determine the consequence of *Nkx2.9* ablation on the size of the mdDA neuronal pool we examined the adult (2.5 months old) midbrain and striatum of *Nkx2.9*-ablated mice and age-matched wild type controls by means of immunohistochemistry for TH (Figure 6). We observed no change in the cytoarchitecture or number of the mdDA neurons at this stage, both in the VTA and in the SNc (Figure 5A,B), which was confirmed by quantification of the TH-expressing cells (Figure 6C, *n* = 3 both WT and Mt). Moreover, no overt changes were detected in the innervation of the striatum (Figure 6D,E). Similar results were found for the presence of *Dat* and *Th* transcripts in the adult midbrain (Figure S1), although *Dat* expression was found to be affected at E14.5. In sum, the loss of *Dat* expression at embryonic stages was restored in the adult and the ablation of *Nkx2.9* did not significantly affect the number of mdDA neurons present in the adult midbrain. 

### 2.6. Loss of Nkx2.9 Results in a Minor Loss of Specification Factors in the Mid- and Hindbrain, Suggesting a Role in Mid- and Hindbrain Fate Determination

In order to analyze the molecular changes upon *Nkx2.9*-ablation in terms of developmental programming of the midbrain area, we performed next-generation RNA sequencing (RNA seq) on micro-dissected midbrains at E14.5 of *Nkx2.9*+/+ and *Nkx2.9*LacZ/LacZ embryos (Figure 7A). 

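RNA sequencing counts the transcripts of all genes in a tissue at once. The deposited values cover 9 libraries, 3 of each of 3 genotypes, since heterozygous *Nkx2.9*LacZ/+ midbrains were sequenced beside *Nkx2.9*+/+ and *Nkx2.9*LacZ/LacZ midbrains. The targeted allele carries LacZ in place of the first exon of *Nkx2.9*. According to the methods, RNA was depleted of ribosomal RNA, reads were aligned with Hisat2 to GRCm38/mm10 and counted per gene, and the counts were divided by a DESeq2 size factor for each library. The sample labels describe the RNA isolation and the library protocol differently (a phenol-based isolation and a protocol for mRNA), and the title of the data set speaks of cortex where the sample labels and the article speak of midbrain. The methods of the article are followed here. Each column of values carries a genotype but no replicate number, so libraries are named by column, with columns 1 to 3 labelled *Nkx2.9*LacZ/LacZ, 4 to 6 labelled *Nkx2.9*LacZ/+ and 7 to 9 labelled *Nkx2.9*+/+. All 210686 values above 0 are whole multiples of what 1 read is worth in their library (100%), and the read counts were recovered from this. Genes were compared with limma on log2(normalized count + 1), with the 9 libraries in one fit and a minimum mean normalized count of 5, which left 16993 of 51912 genes. Fold changes on this scale understate the change of genes with low counts.
The targeted gene was examined first. *Nkx2-9* (ENSMUSG00000058669) lies on the minus strand of chromosome 12 from 56611389 to 56613284, with exon 1 from 56612912 to 56613284 and exon 2 from 56611389 to 56612279. It had 4, 6 and 3 reads in the libraries labelled *Nkx2.9*LacZ/LacZ, 0, 7 and 4 in those labelled *Nkx2.9*LacZ/+ and 0, 2 and 2 in those labelled *Nkx2.9*+/+. The normalized count was 3.69 ± 1.57 (SD, n = 3) in the libraries labelled *Nkx2.9*LacZ/LacZ and 0.959 ± 0.831 (SD, n = 3) in those labelled *Nkx2.9*+/+ (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow). The targeted gene is therefore not lower where the labels place its loss, at a depth of 28 reads in all, and the values do not separate reads by exon. The paper describes a replacement of the first exon with an intact 5′ UTR (56613060 to 56613284), so reads of that part and of exon 2 are not excluded by the allele. Directions are therefore those of the labelled libraries.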

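The reads counted on genes were 5627092, 4522261 and 4921748 in the libraries labelled *Nkx2.9*LacZ/LacZ and 2584074, 4913884 and 5241154 in those labelled *Nkx2.9*LacZ/+. In the libraries labelled *Nkx2.9*+/+ they were 1692963, 5942192 and 5808057. These totals are reads assigned to genes, which is what the values rest on, and the article states the number of reads sequenced. Between 19864 and 24725 genes had at least 1 read in a library, with the lowest number in the *Nkx2.9*+/+ column 7, where 1 read is worth 2.59 normalized counts. In the deepest library, column 8, it is worth 0.702. Genes near the minimum mean normalized count therefore rest on very few reads in the shallowest library.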

Two dissected midbrains per genotype were pooled to create one indexed library, and in total six libraries were produced (*n* = 3 per genotype), which yielded after sequencing between 2–8 million reads per library. 

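The deposited comparisons were made by the authors with DESeq2 on a genotype factor of 3 levels, and they hold a log2 fold change, a Wald statistic and a p-value for each gene. In the authors' deposited table of *Nkx2.9*+/+ and *Nkx2.9*LacZ/LacZ, the sign of the log2 fold change followed the ratio of the libraries labelled *Nkx2.9*+/+ over those labelled *Nkx2.9*LacZ/LacZ in 11930 of 12490 genes with a mean normalized count of at least 20 (95.5%). The limma comparison was tested on simulated reads of the same depth and spread, where 200 of 16993 genes were changed by a log2 fold change of 1 and 20 others, which formed a simulated list, were raised by 0.5. Both sets were drawn from genes with a mean normalized count of at least 20, so detection at lower counts was not tried. Limma found 189 of the 200 with an unadjusted p under 0.05 in the right direction and 146 after Benjamini-Hochberg adjustment. Of the other 16773 genes, which were unchanged, 4.97% had an unadjusted p under 0.05 and 6 passed the adjustment.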

The RNA-sequencing data were analyzed with a Dseq2 analysis for determining differential expressed genes. 

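Between the libraries labelled *Nkx2.9*LacZ/LacZ and *Nkx2.9*+/+, 441 of the 16993 genes tested had an unadjusted p under 0.05 in limma, of which 234 were higher and 207 lower in the libraries labelled *Nkx2.9*LacZ/LacZ. This is 2.60% of the genes, where 850 genes are expected by chance. Without the filter on low values the number was 1135 of 31636 genes, the largest shift among the settings tried, and without the *Nkx2.9*+/+ column 8 it was 827. In 1617 genes (9.52%) the values of the 2 genotypes did not overlap, where 10% is expected by chance. The authors' deposited table, computed on the 9 libraries, holds 314 genes with a p under 0.05, and 232 of these are among the 441.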

From this analysis we found 287 differential regulated genes with a (wald stats) *p*-value of <0.05. 

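With Benjamini-Hochberg adjustment in limma, 0 genes had an adjusted p under 0.05 between the libraries labelled *Nkx2.9*LacZ/LacZ and *Nkx2.9*+/+, and the smallest adjusted p was 1.00, beside the 441 genes with an unadjusted p under 0.05. The authors' deposited table of this comparison also holds 0 genes with an adjusted p under 0.05, with a smallest adjusted p of 1.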

No genes were significantly regulated when using adjusted *p*-values.

We decided to continue with genes that showed a significant change with *p* < 0.01 before post hoc analysis (Supplementary Table S1). 

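At an unadjusted p under 0.01, limma found 49 genes, 29 higher and 20 lower in the libraries labelled *Nkx2.9*LacZ/LacZ than in those labelled *Nkx2.9*+/+, and the authors' deposited table holds 33. Table S1 of the paper lists 39 genes, 24 with a positive and 15 with a negative log2 fold change, and 38 of them were found by name in the deposited values. The remaining entry, Opc, carries the values of *Optc*. Of the 38 genes, 24 were lower and 14 higher in the libraries labelled *Nkx2.9*LacZ/LacZ, and 33 had an unadjusted p under 0.05. Adjusted over the list alone, 31 of them had an adjusted p under 0.05 in limma, against 0 over all genes tested, and since the list was chosen on these libraries the first number is not independent evidence. Leaving out 1 library at a time lowered the 33 to 20 without column 3 and to 21 without column 2. The targeted gene was not lower where the labels place its loss, but its reads are too few to decide whether the labels hold. This limits every direction given here.
Among the listed genes with the smallest p, *Pcsk1n* (chromosome X, 7919822 to 7924410, overlapping *Eras*) had 366 ± 42.5 normalized counts (SD, n = 3) in the libraries labelled *Nkx2.9*LacZ/LacZ and 530 ± 46.8 (SD, n = 3) in those labelled *Nkx2.9*+/+, a log2 fold change of -0.54. *Evx1os*, antisense to *Evx1* on chromosome 6, had 4.52 ± 2.80 and 26.3 ± 9.69 (SD, n = 3 each), a log2 fold change of -2.38. *Srrm2* on chromosome 17 had 3602 ± 278 and 2975 ± 234 (SD, n = 3 each), a log2 fold change of 0.28. The values of these 3 genes did not overlap between the genotypes (exact permutation test, p = 0.1 for each). The strand of counting is not stated in the paper's text, so genes that overlap another gene, as all of these 3 do, are uncertain.

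**Figure D1:**
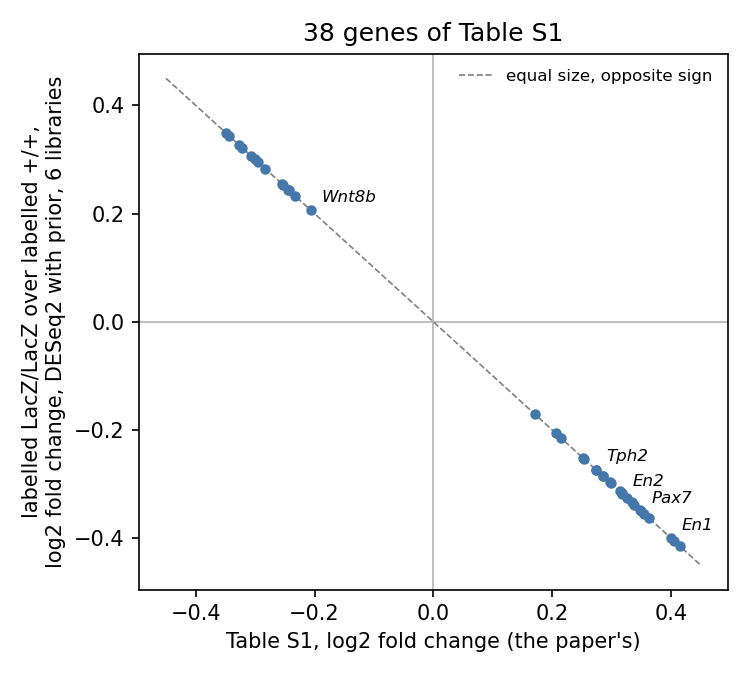
Log2 fold changes of 38 genes of Table S1. The x axis gives the paper's value and the y axis the value of the libraries labelled *Nkx2.9*LacZ/LacZ over those labelled *Nkx2.9*+/+ from a DESeq2 fit with a prior on the recovered reads of the 6 libraries, a setting chosen after the values were seen. Each point is a gene, and the 38 points lie on the dashed line of equal size and opposite sign.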

A panther overrepresentation test to determine whether specific biological processes were enriched in this dataset did not show an overrepresentation of any specific processes. However, from this dataset we did find five interesting target genes based on function during mid- and hindbrain development and expression pattern as shown in the Allen Brain Atlas, namely *En1*, *En2*, *Pax7*, *Tph2*, and *Wnt8b*. 

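In the annotation of GRCm38, *En1* (ENSMUSG00000058665) lies on chromosome 1 from 120602418 to 120607992 and *En2* (ENSMUSG00000039095) on chromosome 5 from 28165694 to 28172166, both on the plus strand. *Pax7* (ENSMUSG00000028736) lies on the minus strand of chromosome 4 from 139737062 to 139833528 and *Tph2* (ENSMUSG00000006764) on the minus strand of chromosome 10 from 115078641 to 115185022. *Wnt8b* (ENSMUSG00000036961) lies on the plus strand of chromosome 19 from 44493472 to 44514273. All 5 are protein-coding, and *En2* overlaps *Gm43610*, so its counts are uncertain where the counting did not use strand. Their depth differed widely. Over the 9 libraries *En1* had 106 to 438 reads, *En2* 136 to 487 and *Pax7* 123 to 362, while *Tph2* had 4 to 46 and *Wnt8b* 2 to 41.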

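*En1*, *En2*, *Pax7* and *Tph2* had lower and *Wnt8b* higher normalized counts in the libraries labelled *Nkx2.9*LacZ/LacZ than in those labelled *Nkx2.9*+/+. For *En1* they were 179.6 ± 19.6 and 274 ± 48.6 (SD, n = 3 each), a log2 fold change of -0.60 (standard error 0.25, 95% confidence interval -1.12 to -0.07, unadjusted limma p = 0.0277, exact permutation p = 0.1). For *En2* they were 254 ± 34.3 and 344 ± 18.9 (SD, n = 3 each), a log2 fold change of -0.44 (standard error 0.21, unadjusted limma p = 0.0502, exact permutation p = 0.1). *Pax7* had 173 ± 49.2 and 264 ± 49.4 (SD, n = 3 each), a log2 fold change of -0.63 (standard error 0.22, unadjusted limma p = 0.0119), and its values overlapped between the genotypes (exact permutation p = 0.2). *Tph2* had 7.71 ± 3.76 and 27.2 ± 9.12 (SD, n = 3 each), a log2 fold change of -1.75 (standard error 0.46, unadjusted limma p = 0.00155, exact permutation p = 0.1). *Wnt8b* had 20.0 ± 9.43 and 5.02 ± 3.48 (SD, n = 3 each), a log2 fold change of 1.92 (standard error 0.55, unadjusted limma p = 0.00312, exact permutation p = 0.1). The adjusted p from limma was 1.00 for each of the 5 genes. The log2 fold change of *Wnt8b* moved most between settings and was 0.26 with DESeq2 and its prior. Without column 9, *En1* had a log2 fold change of -0.47, and without column 3 *Pax7* had -0.47, and in both cases the unadjusted limma p was over 0.05. These directions are those of the labels, which the few reads of the targeted gene neither bear out nor overturn.

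**Figure D2:**
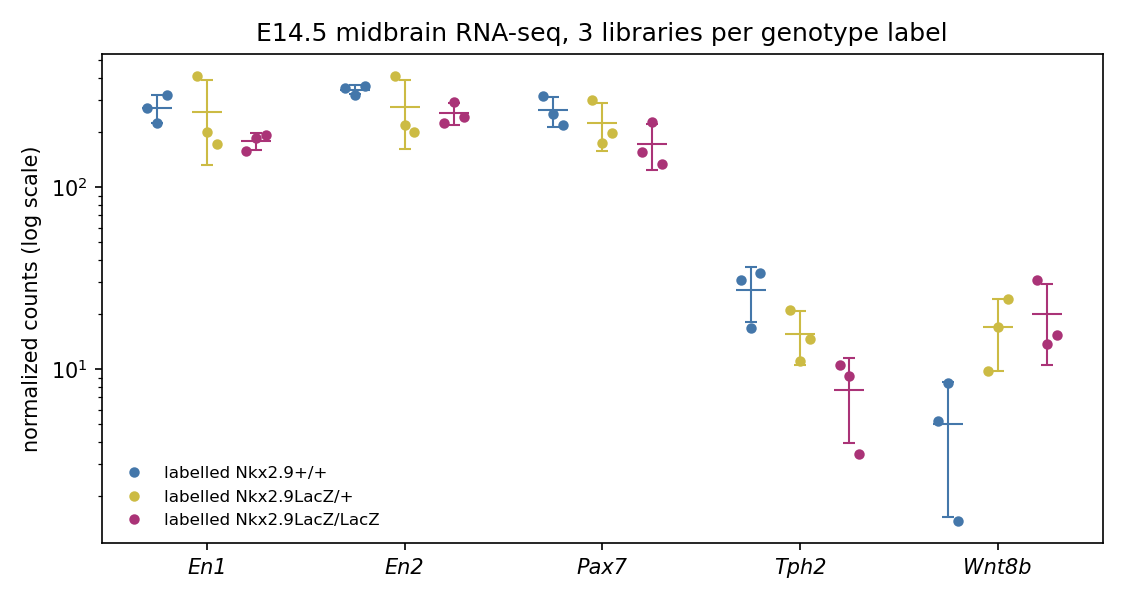
Normalized counts of 5 genes on a log scale in 9 libraries of E14.5 midbrain, by labelled genotype. Points are libraries, horizontal bars the mean and error bars the SD of 3 libraries. The libraries labelled *Nkx2.9*LacZ/LacZ lie below those labelled *Nkx2.9*+/+ for *En1*, *En2* and *Tph2* and above them for *Wnt8b*, and those of *Pax7* overlap.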

Expression of all genes was found to be upregulated, besides *Wnt8b,* which showed a downregulation in the RNA-sequencing analysis (Figure 7A). *En1*, *En2*, and *Wnt8b* have previously been linked to the development of mdDA neurons and cytoarchitecture of the midbrain [17,19,25]. Besides their function in development of the DA system, *En1* and *Wnt8b* have also been implicated in the establishment of the IsO and development of the serotonin system [19,26,27], whereas *Pax7*, and *Tph2* have both been implicated in the development of the noradrenergic and serotonin system of the hindbrain [28,29,30]. The differential regulation of genes involved in the development of mid- and hindbrain-specific neuronal systems and genes important for the establishment of the IsO, points to a possible function of *Nkx2.9* in development of these brain areas, similar to the previously described function of *Nkx2.2* [7,31]. 

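Gene lists for these brain areas were compared with limma's camera, without the genes of Table S1. The serotonergic list (5 genes) had a median log2 fold change of -0.27 between the libraries labelled *Nkx2.9*LacZ/LacZ and *Nkx2.9*+/+ (limma camera, adjusted p = 0.0921), and the list for the isthmus and rostral hindbrain (9 genes) had -0.15 (adjusted p = 0.0863), or -0.09 without column 7. The dorsal midbrain list (9 genes) had 0.04 (limma camera, adjusted p = 0.886), and the list for mdDA neurons (19 genes) had -0.09 (adjusted p = 0.0921). None of these 4 lists passed an adjusted p of 0.05, nor did they in fry. *Nkx2-2* had 70.3 ± 8.03 normalized counts in the libraries labelled *Nkx2.9*LacZ/LacZ and 74.5 ± 18.7 in those labelled *Nkx2.9*+/+ (SD, n = 3 each), a log2 fold change of -0.06 (exact permutation p = 1) whose sign changed to 0.10 without column 9 and to 0.02 without column 1. The few reads of the targeted gene do not decide whether the labels hold, so the directions are those of the labelled libraries. From the changes in genes for the mid- and hindbrain and the IsO, and the functions known for them, the paper proposes a function of *Nkx2.9* in the development of these areas.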

In order to determine whether the differential expression of these genes is due to cell intrinsic changes in expression or a change in spatial expression, we performed in situ hybridization studies on *Nkx2.9* mutants at E14.5. 

In situ hybridization of *Nkx2.9*+/+ and the *Nkx2.9*LacZ/LacZ at E14.5 showed no overt changes in the expression of *En1* (Figure 7B), *Pax7* (Figure 7C), and *En2* (Figure 7D), indicating that the changes found in the transcriptome analysis were not reflected in an altered expression area, and could either be cell intrinsic, or too small to visualize by means of in situ hybridization. However, the expression area of *Tph2* (Figure 7E,E’) and *Wnt8b* (Figure 7F) appeared to be altered in the *Nkx2.9*LacZ/LacZ animals at E14.5. The strong separation of *Tph2* and *Th* as seen in the *Nkx2.9*+/+ was no longer clearly visible in the *Nkx2.9*LacZ/LacZ at E14.5 (Figure 7E’ pseudo-overlay *Th* (green) and *Tph2* (red) white arrowheads). The expression of *Tph2* appeared to be entering the isthmic area and directly borders, or even overlapped with, the most caudal part of *Th* expression. Furthermore, the expression area of *Wnt8b* appeared to be decreased in the midbrain of *Nkx2.9*LacZ/LacZ embryos compared to *Nkx2.9*+/+ at E14.5, consistent with the decrease in expression of *Wnt8b* as seen in the RNA-sequencing.

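In the RNA sequencing, *Wnt8b* had 30.9, 13.7 and 15.5 normalized counts (41, 15 and 18 reads) in the libraries labelled *Nkx2.9*LacZ/LacZ. It had 5.17, 8.42 and 1.47 normalized counts (2, 12 and 2 reads) in those labelled *Nkx2.9*+/+, and 9.78, 17.1 and 24.5 normalized counts (6, 20 and 30 reads) in those labelled *Nkx2.9*LacZ/+. Between the libraries labelled *Nkx2.9*LacZ/+ and *Nkx2.9*+/+ its log2 fold change was 1.70, and the values of these genotypes did not overlap. Leaving out each library in turn gave log2 fold changes from 1.37, without column 9, to 2.34, without column 8, for the libraries labelled *Nkx2.9*LacZ/LacZ against *Nkx2.9*+/+. The direction rests on the labels, which the few reads of the targeted gene leave open.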

Based on the transcriptome analysis and expression data of *Tph2* and *Wnt8b*, *Nkx2.9* could have a function in establishment of the IsO and repression of hindbrain-specific cell-fate. As the IsO is already long established after E14.5, we set out to determine whether early patterning of the IsO is affected upon loss of *Nkx2.9*. To this end, we examined the expression of *Wnt1*, an important regulator of the IsO and midbrain area [32,33,34], and the expression of *Fgf8*, the quintessential marker of the IsO [35,36] in the *Nkx2.9*-ablated midbrain at E12.5. We observed no apparent changes in the expression of either *Wnt1* (Figure 7H) or *Fgf8* (Figure 7I) in the absence of *Nkx2.9*. Taken together, these data suggest that *Nkx2.9* does not function in the early establishment of the IsO, but rather has a later role in repression of hindbrain fate in the isthmic area.

## 3. Discussion

We showed that *Nkx2.9* is lost in *En1* mutant embryos and that expression of *Nkx2.9* overlaps with the expression of known IsO markers, such as *Fgf8*. Furthermore, we established that a majority of mdDA neurons express *Nkx2.9* at some point during development. Although *Nkx2.9* is expressed in a large subpopulation of mdDA neurons, and loss of this gene leads to a temporary loss of *Dat* in mdDA neurons, it does not affect the amount or identity of mature mdDA neurons. However, *Nkx2.9* may have a role in repression of a hindbrain fate and activation of a midbrain fate, as the expression of *Thp2*, a gene involved in establishment of the serotonin system, is upregulated in the isthmic area, and expression of *Wnt8b* is downregulated in the VZ of the midbrain floor plate in these mutants. Taken together, the results suggest a minor role for *Nkx2.9* in midbrain development, by suppression of a hindbrain cell fate and an initial decrease in the expression of specific mdDA (subset) markers in the midbrain, which is normalized in the adult. This work could benefit research on dopamine progenitor formation and maturation of pluripotent stem cells in vitro, as it sheds more light on the underlying molecular cascade of mdDA neuronal maturation.

This study provides additional information on the intricate network of transcriptional regulation that is required for a progenitor neuron to develop into a bona fide mdDA neuron. Interestingly, although *Nkx2.9* showed restricted expression in the isthmic area of the mid- and hindbrain, many mdDA neurons are derived from this lineage, as shown by the expression of LacZ. However, the fact that not all mdDA neurons showed LacZ expression suggests that within the mdDA neuronal population there are neurons belonging to a subset that expressed *Nkx2.9* and neurons that did not. Recently, more attention has been given to the identification of different molecular subsets within the mdDA neuronal pool in both the murine and human brain. Studies performed by Poulin et al. (2014) and La Manno et al. (2016) made use of single-cell RNA-sequencing to obtain more insight into the different molecular subsets within the mdDA neuronal population [37,38]. It would be interesting to determine to which subset these neurons belong, or whether they are equally divided over the different subsets. 

Prior research from our group revealed that *Dat* expression is driven by the activity of *Nurr1*, *Pitx3*, and *En1* [16,39]. In the current work, we showed that *Nkx2.9* is also involved in correct programming, leading to the correct expression and timing of *Dat* expression in mdDA neurons. It is possible that the delay in *Dat* expression is a result of a cell-intrinsic alteration of *En1* expression, as this marker was found to be upregulated in the transcriptome analysis of *Nkx2.9*-ablated animals. 

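By library, *En1* had 157, 188 and 194 normalized counts in those labelled *Nkx2.9*LacZ/LacZ and 274, 225 and 322 in those labelled *Nkx2.9*+/+. In the libraries labelled *Nkx2.9*LacZ/+ it had 407, 202 and 172. The ratio of the libraries labelled *Nkx2.9*LacZ/LacZ to those labelled *Nkx2.9*+/+ was 0.661 (95% confidence interval 0.461 to 0.95). The authors' deposited table gives *En1* a shrunken log2 fold change of 0.31 for the libraries labelled *Nkx2.9*+/+ over those labelled *Nkx2.9*LacZ/LacZ, with an adjusted p of 1 from DESeq2. This direction rests on the labels, and the reads of the targeted gene are too few to decide whether these hold.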

Expression of *Nurr1* (Figure S2B) and *Pitx3* (Figure S2C) was found to be unaltered in *Nkx2.9* mutants, suggesting that the role of *Nkx2.9* on *Dat* expression may not be caused by altered expression of either *Nurr1* or *Pitx3*. *Dat* expression is also negatively regulated by *Otx2* [40]; however, the area of expression or *Otx2* transcript levels are not altered (Figure S2D,E), suggesting that the *Nkx2.9* pathway to *Dat* expression is also independent of *Otx2*. In addition to the evident change in *Dat* expression, we observed a slight deficiency in *Cck* expression in *Nkx2.9*-ablated animals. *Cck* is a well-known marker of caudal (primordial VTA) mdDA neurons [16]. However, although the changes in expression of *Dat* and *Cck* were apparent in in situ experiments, these changes were not detected in the RNA-sequencing on E14.5 embryonic midbrains. This could be because the RNA-sequencing does not have enough sequencing-depth to actually pick up on these changes, or there is a timing difference between the analyzed embryos. 

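*Dat* (*Slc6a3*, ENSMUSG00000021609, chromosome 13 from 73536747 to 73578672) had 45.7 ± 6.40 normalized counts in the libraries labelled *Nkx2.9*LacZ/LacZ and 55.4 ± 6.57 in those labelled *Nkx2.9*+/+ (SD, n = 3 each). The log2 fold change was -0.27 (95% confidence interval -0.73 to 0.18, unadjusted limma p = 0.22, exact permutation p = 0.2). *Cck* (ENSMUSG00000032532, chromosome 9 from 121489824 to 121495694) had 17.5 ± 5.11 and 25.7 ± 12.2 normalized counts (SD, n = 3 each), a log2 fold change of -0.46 (95% confidence interval -1.28 to 0.35, unadjusted limma p = 0.244, exact permutation p = 0.4). For both genes the values overlapped between the genotypes, and the unadjusted p stayed over 0.05 in each of the settings tried. The intervals include 0 but leave room for a fall, so neither a change nor its absence is shown. Directions are those of the labels, which the targeted gene, with few reads, leaves open.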

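The libraries held 23 to 84 reads of *Dat* and 13 to 32 reads of *Cck* each. At this depth the confidence interval of the ratio of the libraries labelled *Nkx2.9*LacZ/LacZ to those labelled *Nkx2.9*+/+ ran from 0.603 to 1.13 for *Dat* and from 0.412 to 1.27 for *Cck*. Leaving out a library moved the log2 fold change of *Cck* from -0.79, without column 8, to -0.13, without column 7. These intervals include the spread between pooled midbrains as well as counting error. *Cck* had 38.8, 14.7 and 23.6 normalized counts in the 3 libraries labelled *Nkx2.9*+/+, a wider spread than in those labelled *Nkx2.9*LacZ/LacZ, where it had 21.8, 11.9 and 18.9.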

If expression of both *Dat* and *Cck* has just started at E14.5, small differences in timing could result in a large inter-embryonic variation. Taken together, these data further suggest that initial subset programming might be influenced by *Nkx2.9*. However, as expression of *Wnt8b* is affected in the *Nkx2.9* mutant, we cannot rule out the possibility that the effects on *Dat* and *Cck* expression at E14.5 may be caused by affected WNT-signaling in this area, considering that a subset of *Dat*-expressing cells is responsive for canonical Wnt-signaling [32]. Interestingly, in zebrafish, it has been shown that *Wnt8b* is involved in establishment of the IsO, and loss of *Wnt8b* results in an aberrant number of dopamine neurons in the zebrafish diencephalon [25,27]. The fact that loss of *Nkx2.9* leads to a downregulation of *Wnt8b* and loss of repression of a hindbrain-specific cell fate in the isthmic area, could point to a role in IsO maintenance by regulation of Wnt8b expression in the murine midbrain. 

The transient nature of the change in *Dat* expression, and no obvious effect on TH or other mdDA neuronal markers, may suggest that *Nkx2.9* interacts in a (partly) redundant molecular network, in which the loss of *Nkx2.9* can be compensated, albeit with a possible delay. One factor that could be involved in this compensation is *Nkx2.2*. As described previously, the expression patterns of *Nkx2.9* and *Nkx2.2* are highly similar, and function together in floor plate development of the spinal cord [8,9]. The fact that both *Nkx2.9* and *Nkx2.2* function in development of the serotonin system in the hindbrain could point to a similar function of both genes [7,31]. Similar transcriptional redundancies have been previously described for transcription factors that code early dopaminergic precursors, such as *Mash1* and *Ngn2* [41]. Recently it was shown that during lung cancer development *Nkx2.9* interacts with *Nkx2.1* and *Pax9* [42], and while these two factors are not expressed in mdDA (precursor) neurons, it is possible that *Nkx2.9* maintains a similar molecular relationship in mdDA neurons with other (yet unknown) transcription factors. 

Taken together, the current work clearly establishes that many but not all mdDA neurons originate from an *Nkx2.9*-positive precursor lineage. Moreover, *Nkx2.9* appears to contribute to the network of transcription factors that promote terminal differentiation of mdDA neurons and is involved in repressing a hindbrain-fate in the isthmic area. 

## 4. Materials and Methods

### 4.1. Animals

*En1*tm1Alj/+ animals were back-crossed to the C57BL6/J line generating *En1*+/+ (WT), *En1*tm1Alj/+ (Het) and viable *En1*tm1Alj/tm1Alj (KO) offspring, and genotyped using specific primers [16,19,43]. *Nkx2.9*LacZ/LacZ and *Nkx2.9*LacZ/+ animals were back crossed in C57BL/6 mice and genotyped using specific primers, as described previously [22].

Embryos were isolated at embryonic day (E)12.5 and E14.5 considering the morning of detection of the vaginal plug as E0.5. Adult brains were isolated from animals at 2.5 or 6 months old (including age-matched controls). 

The study was conducted according to the guidelines of the Declaration of Helsinki and approved by the Dutch Ethical Committee of the UvA (AVD111002016742, 20 January 2017) and the University of Pittsburgh Animal Care and Use Committees.

All experiments were performed on two to three embryos/brains from one to two different litters. Quantification experiments were performed on at least three brains per genotype from at least two litters (numbers are stated per quantification).

### 4.2. qPCR

Relative expression levels were determined by qPCR real-time PCR (Lightcycler 480, Roche, Bazel, Switzerland) using the QuantiTect SYBR Green PCR LightCycler Kit (QIAGEN, Hilden, Germany) according to the manufacturer’s instructions. For each reaction, 10 ng (dissected midbrain) of total RNA was used as input. Primer sequences: 18S FP 5′-AAACGGCTACCACATCCAAG-3′ RP 5′-CCTCCAATGGATCCTCGTTA-3′, and *Otx2* FP 5′-CCAGGGTGCAGGTATGGTTTA-3′ RP 5′-CTTCTTGGCAGGCCTCACTT-3′.

### 4.3. RNA-seq

RNA-seq libraries were produced as described previously [44]. Briefly, RNA was extracted from dissected E14.5 midbrain material from *Nkx2.9*+/+, *Nkx2.9*LacZ/+ and *Nkx2.9*LacZ/LacZ animals using the miRNeasy Mini Kit (QIAGEN, Hilden, Germany), followed by ribosomal RNA depletion using the RiboMinus Eukaryotic System V2 (Life Technology, Thermo Scientific, Waltham, MA, USA). Upon synthesis of cDNA for each individual midbrain, two midbrains per genotype were pooled to create one indexed library using a TruSeq Nano DNA Sample Preparation kit (Illumina, San Diego, CA, USA). 

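The libraries labelled *Nkx2.9*LacZ/+ were compared in the same fit. Against those labelled *Nkx2.9*+/+, 473 genes had an unadjusted p under 0.05 in limma, 222 higher and 251 lower, and 0 had an adjusted p under 0.05. Between the libraries labelled *Nkx2.9*LacZ/LacZ and *Nkx2.9*LacZ/+, 449 genes had an unadjusted p under 0.05, 253 higher and 196 lower, and 0 had an adjusted p under 0.05. The authors' deposited tables of these comparisons hold 273 and 316 genes with a p under 0.05 and 0 with an adjusted p under 0.05, and the smallest adjusted p of the first, from DESeq2, is 0.153. These comparisons share libraries, so their values are not independent.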

In total nine libraries were produced (*n* = 3 per genotype). 100-bp paired-end sequencing was carried out using an Illumina HiSeq 2500 instrument (San Diego, CA, USA), and the sequence reads were aligned (Hisat2) against the mouse genome GRCm38/mm10 [45]. Reads were counted and normalized (featurecount, Deseq2) and ranked by statistical value (Deseq2). The RNA sequencing dataset generated and analyzed during the current study are available in the GEO repository (GSE185584).

### 4.4. In Situ Hybridization (ISH)

In situ hybridization was performed as described previously [46]. Digoxigenin-labeled probes for *Th*, *Fgf8*, *Dat*, *Pitx3*, *Nurr1*, *Wnt1*, *Ahd2*, *Cck*, *En1*, *En2*, and *Otx2* were used as previously described [16,19,47,48,49,50,51]. Additional probes were as follows: *Nkx2.9* was designed at bp 642–1070 (428 bp length) of the mouse cDNA sequence (NM_008701.2), *Pax7* was designed at 866–1263 (398 bp length) of the mouse cDNA sequence (NM_011039.2), *Tph2* was designed at 1021–1460 (440 bp length) of the mouse cDNA sequence (NM_173391.3), and *Wnt8b* was designed at 35–470 (436 bp length) of the mouse cDNA sequence (NM_011720.3).

### 4.5. Histology and Fluorescent Immunohistochemistry

Embryos were fixed in 4% paraformaldehyde (PFA) in PBS, cryoprotected in 30% sucrose in PBS and subsequently stored at −80 °C. Sagittal sections (16 µm) were cut on a cryostat, after which they were washed with TBS and blocked in 4% Fetal Calf Serum (FCS) in THZT (50 mM Tris-HCl pH 7.6, 0.5 M NaCl, 0.5% Triton). After another wash treatment with TBS, sections were incubated overnight at 4 °C with primary antibody in THZT. Sections were washed three times (TBS) the following morning and incubated for a minimum of 2 h at room temperature (RT) with secondary antibody in TBS, followed by a wash treatment with PBS. DAPI staining was performed (1 mg/mL 1:5000) for 5 min, after which sections were washed with PBS. Finally, sections were embedded with Fluorsave (Calbiochem, Amsterdam, The Netherlands). Primary antibodies used were Rabbit α-TH (Pel-freez, Rogers, AR, USA 1:1000), Rabbit α- β-galactosidase (Thermo Scientific, Waltham, MA, USA MP 559761, 1:1000), Rabbit α-phosphorylated Histone H3 (Abcam, Cambridge, UK, 1:1000). Secondary antibodies that were used were Goat α-Rabbit Alexa 555 (1:1000), Goat α-Rabbit Alexa 488 (1:1000), Goat α-Chicken Alexa 488 (1:1000), all from Invitrogen (Waltham, MA, USA).

Adult brains (6 months) were fixed in 10% buffered neutral formalin, dehydrated, and embedded in paraffin. Coronal sections (5 µm) were cut on a microtome. Sections were deparaffinized and rehydrated (xylene and graded ethanol series from 100% to 50% and finally saline) and were subjected to an antigen retrieval step as follows. Slides were incubated with 0.1 M citrate buffer pH6 for 3 min at 800 W and 9 min at 400 W, cooled down to RT in a water bath.

### 4.6. DAB Immunohistochemistry

Sections (16 μm) were post-fixed in 4% PFA for 30 min then DAB (3,3Ј-diamino-benzidine) staining was performed as previously described [52]. Antibodies were used as followed: Rabbit α-TH (Pel-freez, Rogers, AR, USA 1:1000), Goat α-Rabbit-biotinylated (Vector Laboratories, Burlingame, CA, USA 1:1000).

### 4.7. X-galactosidase Staining Protocol

Fresh frozen sections, whole brains or hemitubes were post-fixed with 4% PFA for 45 min. The tissue was washed with PBS three times, and once with staining solution (5 mM potassium ferricyanide, 5 mM potassium ferrocyanide, 2 mM MgCl_2_ in PBS). Tissue was incubated at 4 °C with staining solution complemented with 1 mg/mL X-galactosidase (X-gal) overnight, protected from light, until staining was optimal. Sections were then rinsed in PBS, dehydrated and embedded in Entellan (Merck, Darmstadt, Germany). Whole brains and hemitubes were rinsed in PBS, and cleared in 25%, 50% and 80% glycerol in PBS (Applied Biosystems, Waltham, MA, USA).

## Figures and Tables

**Figure 1:**
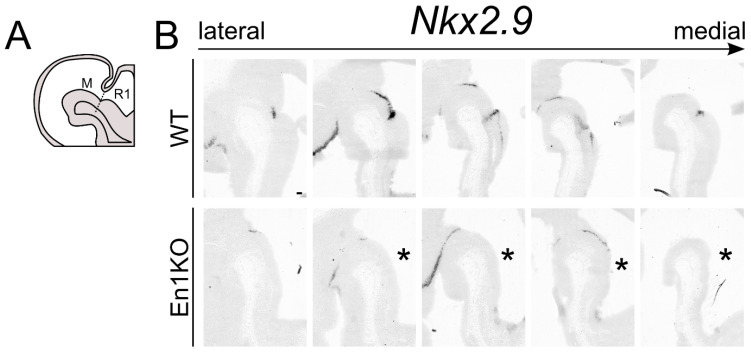
*Nkx2.9* is absent in the IsO of *En1*-ablated animals. (**A**) Schematic, sagittal section of the mouse midbrain (M) and rhombomere 1 (R1) at developmental stage E12.5. The position of the IsO is indicated by a dotted line. (**B**) In situ hybridization for *Nkx2.9* on different sections from lateral to medial in the developing midbrain region in wild type (WT) and *En1*-ablated (*En1*KO) animals at E12.5. Scale bar represents 100 µm. Asterisk indicates missing *Nkx2.9* expression.

**Figure 2:**
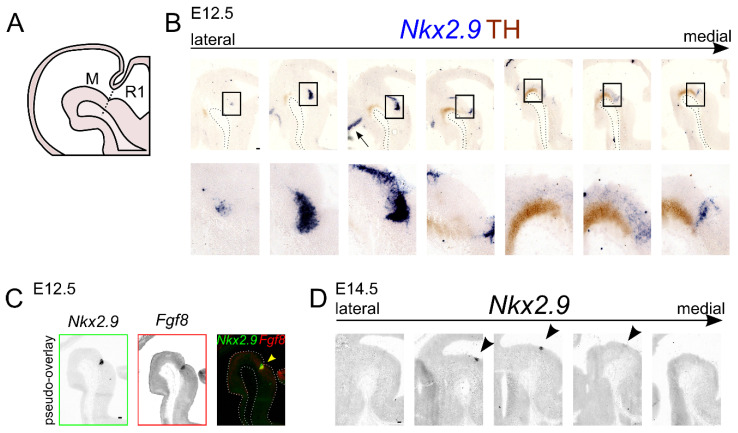
*Nkx2.9* is expressed in the mdDA progenitor region at E12.5. (**A**) Schematic, sagittal section of the mouse midbrain (M) and rhombomere 1 (R1) at developmental stage E12.5. The position of the IsO is indicated by a dotted line. (**B**) In situ hybridization experiment reveals that *Nkx2.9* expression (blue) is present in the diencephalon, mesencephalon and metencephalon. In medial sections, the *Nkx2.9* transcript is found at the IsO, and it extends dorsolaterally towards the diencephalon into the ZLI (arrow). Black boxes indicate areas of magnification. TH immunohistochemistry (DAB staining, brown) represents the location of mdDA neurons. (**C**) Expression of *Nkx2.9* (green box) overlaps with *Fgf8* transcript (red box) in medial midbrain at E12.5, as is indicated in a pseudo-overlay (arrowhead). (**D**) *Nkx2.9* in situ hybridization experiment on sagittal brain sections from stage E14.5 shows that it is limited to a small area in the caudomedial midbrain, close to the IsO (arrowheads). Scale bar represents 100 µm.

**Figure 3:**
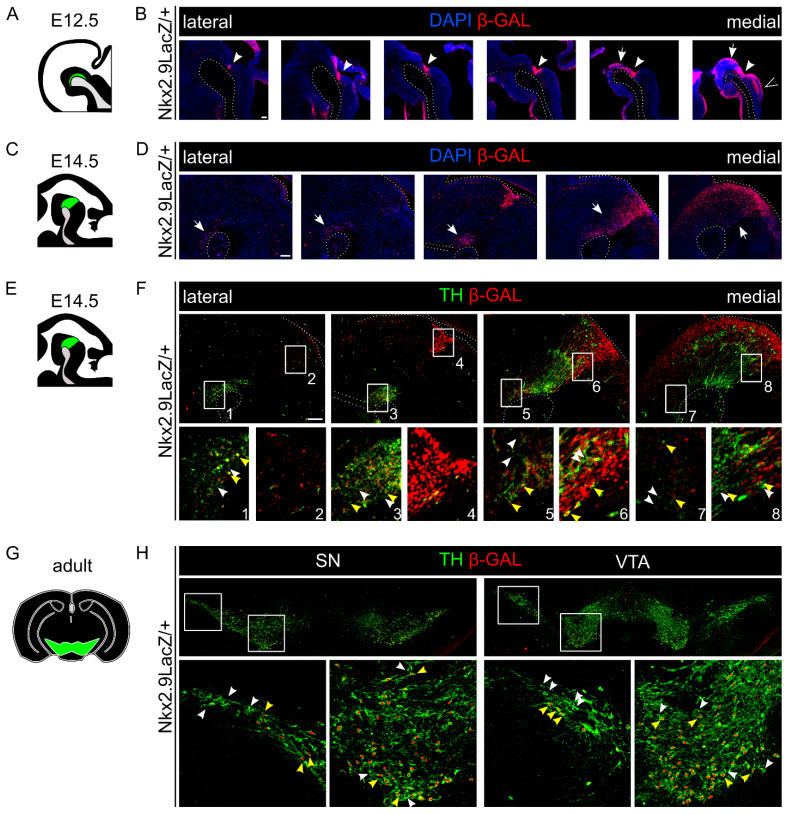
*Nkx2.9*LacZ-fate-mapping reveals that *Nkx2.9* expression was encountered by a large portion of mdDA neurons. (**A**) Schematic, sagittal section of the mouse midbrain at E12.5; the mdDA area is indicated in green. (**B**) Immunohistochemistry for β-gal (red) and nuclei (DAPI, blue) on sagittal E12.5 brain sections shows that the β-gal protein is present in the IsO (arrowhead), the mdDA area of the midbrain (arrow) and in the hindbrain (>). (**C**) Schematic, sagittal section of the mouse midbrain at E14.5; the mdDA area is indicated in green. (**D**) Immunohistochemistry for β-gal (red) and nuclei (DAPI, blue) on sagittal E14.5 brain sections shows that the β-gal protein is present in the IsO region (arrowhead), the mdDA area of the midbrain (arrow) and in the hindbrain (>). (**E**) Schematic, sagittal section of the mouse midbrain at E14.5; the mdDA area is indicated in green. (**F**) Immunohistochemistry for TH (green) and β-gal (red) at E14.5 in sagittal brain sections. Double-positive TH+/β-gal+ neurons (yellow arrowheads) and single TH+/β-gal neurons (white arrowheads) are present in the lateral and medial mdDA region (**G**) Schematic, coronal section of the adult mouse brain; the mdDA area is indicated in green. (**H**) Immunohistochemistry for TH (green) and β-gal (red) in adult brain sagittal sections show that double-positive TH+/β-gal+ neurons (yellow arrowheads) and single TH+/β-gal-neurons (white arrowheads) are present in SNc and VTA in adult brains. White dotted line in B, D and F marks the borders of the tissue. White boxes indicate areas of magnification in each panel. Scale bar represents 100 µm.

**Figure 4:**
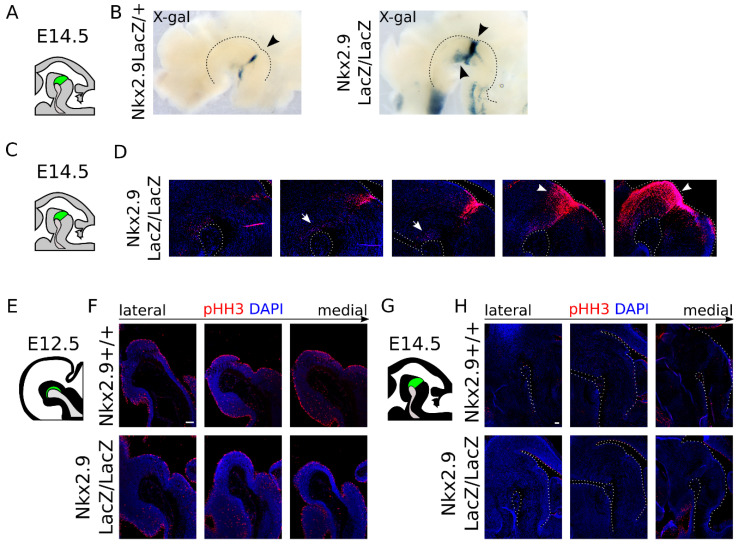
*Nkx2.9* is strongly expressed in the IsO at E14.5 but does not affect proliferation in this area. (**A**) Schematic, sagittal section of the mouse midbrain at E14.5; the mdDA area is indicated in green. (**B**) Medial view of dissected hemitube at E14.5. β-gal activity (visualized by X-gal staining) is present in the IsO-area in control hemitube (arrowhead). β-gal activity is markedly increased in *Nkx2.9*-ablated animals in the IsO area and in midbrain (arrowheads). Black dotted line delineates the mesencephalic flexure. (**C**) Schematic, sagittal section of the mouse midbrain at E14.5; the mdDA area is indicated in green. (**D**) Staining of β-gal protein (red) and nuclei (DAPI, blue) shows increased levels of β-gal protein are present in the (sub)ventricular zone in the midbrain at E14.5 in *Nkx2.9*LacZ/LacZ animals (arrowheads). Note that β-gal staining demonstrated decreased β-gal staining in the mdDA neuronal region in *Nkx2.9*LacZ/LacZ animals (arrows). White dotted line marks the borders of the tissue. (**E**) Schematic, sagittal section of the mouse midbrain at E12.5; the mdDA area is indicated in green. (**F**) Examination of medial to lateral sections of immunohistochemistry experiment for phosphorylated Histone H3 (pHH3, red) and a nuclear staining (DAPI, blue) demonstrates no clear alteration in proliferation in the midbrain region at E12.5 in *Nkx2.9*LaczZ/LacZ animals compared to litter mate *Nkx2.9*LacZ/+ controls. (**G**) Schematic, sagittal section of the mouse midbrain at E14.5; the mdDA area is indicated in green. (**H**) Examination of medial to lateral sections of immunohistochemistry experiment for phosphorylated Histone H3 (pHH3, red) and a nuclear staining (DAPI, blue) demonstrates no obvious alteration in proliferation in the midbrain region at E14.5 in *Nkx2.9*LaczZ/LacZ animals compared to litter mate *Nkx2.9*LacZ/+ controls. Scale bar represents 100 µm.

**Figure 5:**
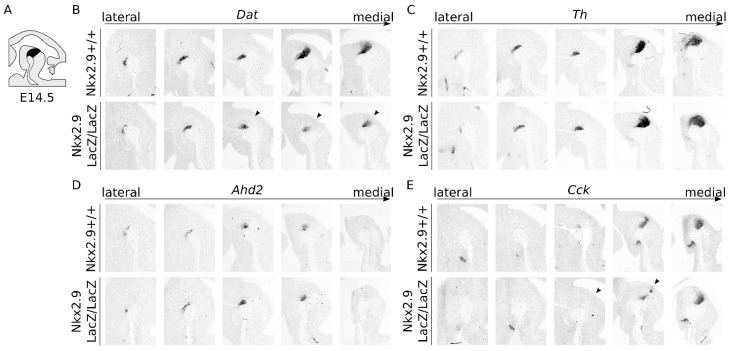
*Dat* and *Cck* expression is down-regulated in a caudomedial area of mdDA neurons in *Nkx2.9*-ablated animals at E14.5 (**A**) Schematic, sagittal section of the mouse midbrain at E14.5; the mdDA area is indicated in black. (**B**) Lateral to medial sections of *Dat* in situ hybridization experiments reveals that *Dat* expression is down-regulated in caudomedial mdDA neurons (arrowheads) in *Nkx2.9*-ablated midbrains at E14.5. (**C**) *Th* expression analysis on adjacent sections reveals no aberrations in *Nkx2.9*-ablated midbrains at E14.5. (**D**) In situ hybridization for the rostral marker *Ahd2* indicates that the expression pattern is unaffected as a consequence of *Nkx2.9*-ablation. (**E**) Expression analysis for the caudal marker *Cck* on adjacent sections indicates that *Cck* expression is slightly affected in the caudo-medial area of *Nkx2.9*-ablated midbrains (arrowheads).

**Figure 6:**
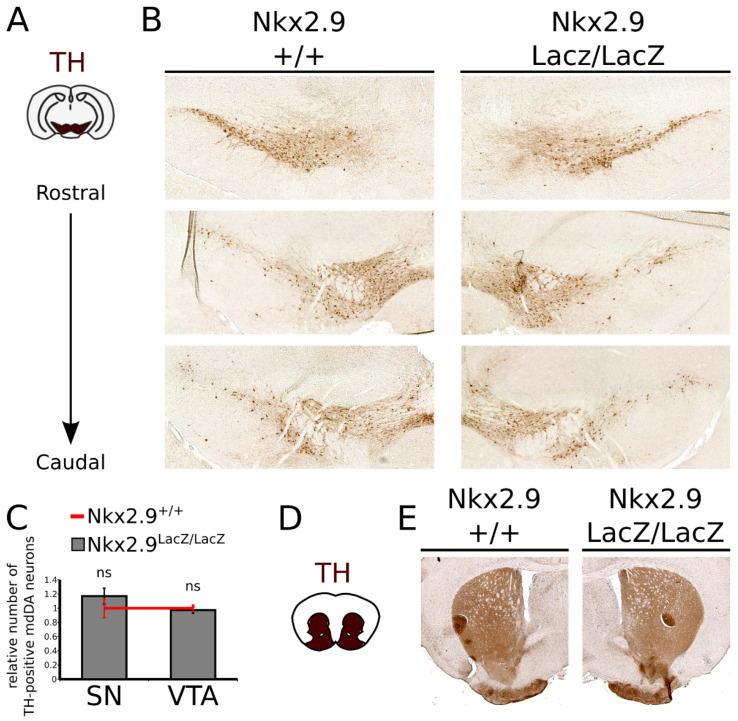
*Nkx2.9*-ablation does not affect the cytoarchitecture and number of mdDA neurons in the adult midbrain. (**A**) Schematic, coronal section of the adult mouse brain; the mdDA area is indicated in brown. (**B**) TH immunohistochemistry on adult coronal sections of the midbrain, at several views from rostral to caudal. The cytoarchitecture of the TH-expressing mdDA neurons is not altered in the adult midbrain of *Nkx2.9*-ablated mice. (**C**) Quantification of TH-expressing mdDA neurons in *Nkx2.9-*ablated adult brains and age-matched controls revealed no significant (ns) changes in the number mdDA neurons (*n* = 3). (**D**) Schematic, coronal section of the adult mouse brain; the striatum is indicated in brown. (**E**) Coronal section of the striatum stained for TH protein (brown), reveals that the TH-density is similar in WT and *Nkx2.9* mutant animals.

**Figure 7:**
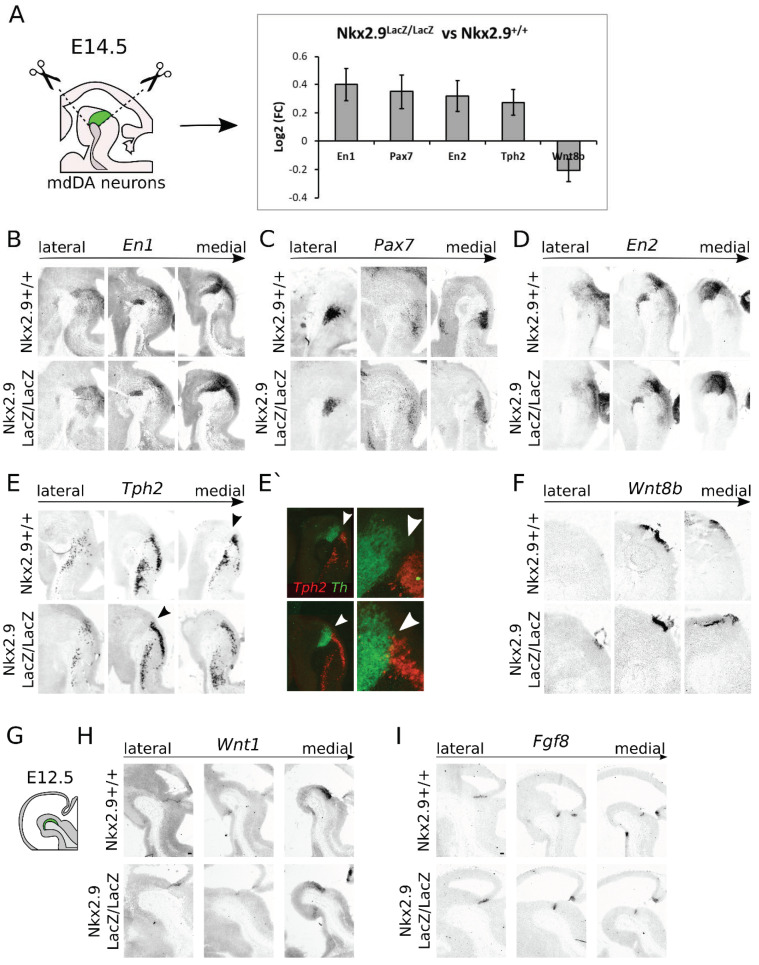
Next-generation RNA sequencing of *Nkx2.9* mutant midbrain material compared to wild-type controls (**A**) Schematic representation of the RNA-sequencing setup. RNA from dissected midbrains at E14.5 of *Nkx2.9*-ablated animals and controls were isolated to produce RNA-seq libraries. Relative expression levels of differentially regulated transcripts of interest, related to mid- or hindbrain development, *En1*, *Pax7*, *En2*, *Tph2*, and *Wnt8b*. (**B**) Expression area of *En1* is not altered in the midbrain of E14.5 *Nkx2.9*LacZ/LacZ embryos, compared to WT littermates. (**C**) Expression area of *Pax7* is not altered in the midbrain of E14.5 *Nkx2.9*LacZ/LacZ embryos, compared to WT littermates. (**D**) Expression area of *En2* is not altered in the midbrain of E14.5 *Nkx2.9*LacZ/LacZ embryos, compared to WT littermates. (**E**) The expression area of *Tph2* extends more rostrally to the caudal part of the midbrain of E14.5 *Nkx2.9*LacZ/LacZ embryos, compared to WT littermates. (black arrowheads) (**E’**) Pseudo-overlay of *Th* (green) and *Thp2* (red) expression clearly shows that the strong separation of the two expression areas is lost in the isthmic area of the *Nkx2.9* ablated animals, resulting in a more rostral expression of *Thp2* bordering, and even intruding, the caudal Th expression area (white arrowheads). (**F**) Expression area of *Wnt8b* appears to be slightly altered in the midbrain of E14.5 *Nkx2.9*LacZ/LacZ embryos, compared to WT littermates, suggesting a possible effect on regulation of WNT-signaling of *Nkx2.9*. (**G**) Schematic, sagittal section of the mouse midbrain at E12.5; the mdDA area is indicated in green. (**H**) *Wnt1* transcript expression revealed no altered expression patterns in *Nkx2.9*-ablated embryos at E12.5. (**I**) *Fgf8* transcript expression revealed no altered expression patterns in *Nkx2.9*-ablated embryos at E12.5.

## Data Availability

The data presented in this study are openly available in the GEO repository (GSE185584).

## Supplementary Materials

Supplementary Materials can be found at https://www.mdpi.com/article/10.3390/ijms222312663/s1.

# Supplementary material for: Nkx2.9 Contributes to Mid-Hindbrain Patterning by Regulation of mdDA Neuronal Cell-Fate and Repression of a Hindbrain-Specific Cell-Fate
**Source:** Int J Mol Sci. 2021 Nov 23;22(23):12663. doi: 10.3390/ijms222312663
**Supplement:** Supplementary file 1

| Gene name     | Log2(FC)             | Wald-stat p-value   |
|---------------|----------------------|---------------------|
| Pcsk1n        | 0,4146166526         | 0,000048003         |
| Gm7536        | 0,4054588154         | 0,0005670297        |
| <b>En1</b>    | <b>0,3996925462</b>  | <b>0,0005576358</b> |
| Rnu1a1        | 0,3633070995         | 0,0028868715        |
| Mt3           | 0,3550846834         | 0,0032496994        |
| <b>Pax7</b>   | <b>0,3500817405</b>  | <b>0,0034758224</b> |
| Ndufa11       | 0,3481034644         | 0,0043853233        |
| Gm15427       | 0,3383818254         | 0,0050271379        |
| Ttc9b         | 0,3335230703         | 0,005896077         |
| Snora78       | 0,3263346364         | 0,0073576189        |
| <b>En2</b>    | <b>0,3180848674</b>  | <b>0,0031561926</b> |
| Evx1os        | 0,3171962712         | 0,0002457122        |
| Vstm2l        | 0,3136170096         | 0,0044174195        |
| Map3k10       | 0,2987768445         | 0,0038369143        |
| Nomo1         | 0,296619302          | 0,0071867956        |
| Evx2          | 0,2857290737         | 0,0082611348        |
| Gm22748       | 0,2850035298         | 0,0041804413        |
| Clta          | 0,2739191983         | 0,0099375215        |
| <b>Tph2</b>   | <b>0,2731224029</b>  | <b>0,0024837363</b> |
| Gm23287       | 0,2530810829         | 0,001374245         |
| Reg3g         | 0,2523846645         | 0,0099252489        |
| Arid1b        | 0,2148935625         | 0,0078226139        |
| Fscn1         | 0,2061316688         | 0,0087255421        |
| Skor1         | 0,170660843          | 0,003380201         |
| <b>Wnt8b</b>  | <b>-0,2062715433</b> | <b>0,0087604517</b> |
| Plxna4os2     | -0,2324920865        | 0,009206205         |
| Npepps        | -0,243807535         | 0,0077846188        |
| Fbxo18        | -0,244507896         | 0,0089366575        |
| Srrm2         | -0,2534967529        | 0,0009093718        |
| Nup205        | -0,2554291291        | 0,0044950192        |
| Zkscan3       | -0,2830899347        | 0,0100248199        |
| Dock7         | -0,2946875078        | 0,000215144         |
| Hbb-y         | -0,3001813086        | 0,0089660215        |
| Gm9531        | -0,3061272885        | 0,0095711757        |
| Opc           | -0,3094303304        | 0,0014856541        |
| Snx32         | -0,3219456583        | 0,0048618493        |
| Kdm6a         | -0,3269529612        | 0,0014868219        |
| 1700048O20Rik | -0,3439046943        | 0,0030767538        |
| Clint1        | -0,3485911948        | 0,0024351027        |

How the deposited data were processed for this re-analysis (not part of the article)

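RNA of micro-dissected E14.5 mouse midbrains was sequenced in 9 libraries, 3 for each of the genotypes *Nkx2.9*+/+, *Nkx2.9*LacZ/+ and *Nkx2.9*LacZ/LacZ, and each library held 2 pooled midbrains. According to the methods, the authors depleted ribosomal RNA, sequenced 100-bp paired ends on an Illumina instrument, aligned the reads with Hisat2 to GRCm38/mm10 and counted them with featureCounts. Tool versions, the annotation release, the strand setting of the counting and filters are not stated in the paper's text. The signal per gene and library was deposited as a normalized count, which the authors made by dividing the read count by one DESeq2 size factor per library. The authors also deposited 3 tables of DESeq2 comparisons, with a shrunken log2 fold change of the first-named genotype over the second, its standard error, the Wald statistic as a score and a p-value with and without adjustment for each gene. The order of the genotypes in these tables was checked against the normalized counts. The table holds 51912 genes, of which 31636 had a value above 0 and 51633 identifiers matched the annotation of GRCm38 used for gene names and positions (279 did not), and 0 entries named no gene.

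Columns were grouped by the genotype they carry. They carry no replicate number, so no library was assigned to a numbered sample. Read counts were recovered as whole multiples of the smallest step of each library, which held for 100% of the 210686 values above 0. The main comparison used limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), with lmFit and eBayes with a mean-variance trend, the 9 libraries in one fit, no covariate, two-sided tests and Benjamini-Hochberg adjustment over the 16993 genes with a mean normalized count of at least 5. Genes under this minimum that the text names were taken from a fit without it. An exact permutation test of 3 libraries against 3, whose smallest two-sided p is 0.1, was run beside each named gene. Confidence intervals are at 95%. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

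The comparisons were tested on simulated reads drawn with the depth and spread of the real libraries, with 200 of 16993 genes changed by a log2 fold change of 1 and 20 others, which formed a simulated list, raised by 0.5. Both sets were drawn from genes with a mean normalized count of at least 20, so genes with lower counts, such as *Tph2* and *Wnt8b*, were not covered. With an unadjusted p under 0.05, limma and edgeR 4.0.16 each found 189 of the 200 in the right direction, and DESeq2 1.42.0 found 186 without and 187 with its prior. Among the other 16773 genes, which were unchanged, 4.97% had an unadjusted p under 0.05 in limma. The prior shrank the median estimate of the changed genes to 0.72. The simulated list was found, and 1 of 50 unchanged lists had a p under 0.05 in camera and 2 of 50 in fry.

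Of 16 gene lists written for brain areas, cell types, chromosomes and sex, 13 were tested with camera (preset correlation of 0.01), each without Table S1 genes and with at least 3 members over the minimum count, beside fry and camera with an estimated correlation. The lists are the serotonergic system, isthmus and rostral hindbrain, dorsal midbrain, mdDA neurons, forebrain, blood, choroid plexus, proliferation, Wnt targets, V0 neurons, genes near *Nkx2-9*, ribosomal proteins and the respiratory chain. The Hox, Y-linked and X-escape lists were read per library or per gene. In all, 2 genes of the Hox list and 1 gene of the rule for named genes are not reported here by themselves.

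The genes named in the text were fixed by a rule. They are *Nkx2-9*, the genes that the paper names for the RNA sequencing or the E14.5 midbrain, the 3 genes of Table S1 with the smallest p in each direction and the 5 genes in each direction with the smallest p in the main comparison whose values did not overlap. *Wnt1* and *Fgf8* were counted among the genes that the paper names, though it followed them in the mutant at an earlier stage. *Kdm6a* and *Hbb-y*, outside this rule, were taken from Table S1 for what sex and blood would show, which was set out before the data were examined. Other genes named outside this rule (*Evx1*, *Evx2*, *Skor1*, *Xist*, *Eif2s3x* and other globin, sex-linked and choroid plexus genes) were chosen after their values were seen. The main comparison, the named-gene rule, the lists and the alternatives were chosen before the data were examined, apart from 4 settings, which were chosen after seeing the data. These are DESeq2 with and without a prior on the 6 libraries of a comparison, and limma with log2 total reads or log2 *Xist* as a covariate. The other alternatives were pseudocounts of 0.5 and 5, no minimum count or a minimum of 20, only the libraries of the 2 genotypes compared, upper-quartile and quantile normalization, eBayes without a trend, edgeR with TMM, DESeq2 with and without a prior on the recovered reads, and leaving out each library in turn. Principal components of the values were also looked at and are not reported.

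The reads counted on genes ranged from 1692963 to 5942192 per library with a median of 4921748. With 3 libraries per genotype, the spread between libraries and the depth both limit the precision of a fold change, and their shares were not separated. The paper describes no molecular identifiers, so counting error is taken as a lower limit of the error. Reads of LacZ, reads by exon and other experiments of the article were not analysed here, and 0 columns of values per library were left unused.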

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

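The tests of *Xist* and of the *Nkx2-9* reads were chosen only after the results were seen.

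*Xist*, which the paper does not report on, had a mean of 4807 ± 325 normalized counts (SD, n = 3) in the libraries labelled *Nkx2.9*LacZ/LacZ, above the 2323 ± 2159 (SD, n = 3) of those labelled *Nkx2.9*+/+ (exact permutation p = 0.1). *Xist* is transcribed from the inactive X chromosome of female cells. By library it was 4633, 4607 and 5182 in those labelled *Nkx2.9*LacZ/LacZ, 79.9, 14.52 and 2929 in those labelled *Nkx2.9*LacZ/+ and 4342, 2580 and 47.1 in those labelled *Nkx2.9*+/+. The summed normalized counts of 4 Y-linked genes (*Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*) went the other way, with at most 2.26 in the libraries labelled *Nkx2.9*LacZ/LacZ and 606, 1058 and 3.26 in those labelled *Nkx2.9*LacZ/+ and 0, 505 and 1075 in those labelled *Nkx2.9*+/+. The authors' size factors argue little for a technical origin, since the largest was 3.69 times the smallest, while *Xist* spanned a range of 357-fold over the libraries and 92.2-fold within those labelled *Nkx2.9*+/+. The values are consistent with pools of only female embryos in the 3 libraries labelled *Nkx2.9*LacZ/LacZ and in columns 6 and 7, of only male embryos in columns 4, 5 and 9, and a mixed pool in column 8. If the sexes were drawn at random, 6 female embryos in 6 have a chance of 1.56%. Sex is then unevenly spread over the genotypes, and no effect of genotype on *Xist* was tested apart from it.

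*Nkx2-9*, the targeted gene, had a mean of 3.69 ± 1.57 normalized counts (SD, n = 3) in the libraries labelled *Nkx2.9*LacZ/LacZ, above the 0.959 ± 0.831 (SD, n = 3) of those labelled *Nkx2.9*+/+. The paper does not report it in the RNA sequencing. An exchange of genotype labels was considered, and it would leave fewer reads in the libraries labelled *Nkx2.9*+/+, which hold 4 reads against 13. With the library totals, 52.9% of these reads would be expected in the libraries labelled *Nkx2.9*LacZ/LacZ and 76.5% were there (exact binomial p = 0.0552, counting error only). The limma p was 0.105, and 1 of 10 alternatives set out beforehand took it under 0.05 (0.0435 with only the libraries of these genotypes). The counts are too few to decide on an exchange. Reads of exon 2 or of the 5′ UTR, which the allele may retain, leave it open as well. Exchanged labels and reads of the retained parts of the allele cannot be told apart with these values, and no biological explanation was tested.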

How the results depend on the processing

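The 4 settings that used 6 libraries with DESeq2 or a covariate were chosen after the results were seen. No paired analysis was possible because the columns carry no replicate number, so the replicate block was not run. Where no construction is named, the cause was not tested.

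In every setting run, including those that left out a library, 0 genes had an adjusted p under 0.05 in each of the 3 comparisons, beside 441, 473 and 449 genes with an unadjusted p under 0.05. The log2 fold changes of *Tph2* and *Wnt8b* kept their direction and an unadjusted p under 0.05 in every setting that gave a value. That of *Tph2* ranged from -1.90 to -0.35 and that of *Wnt8b* from 0.26 to 2.05 over the settings fixed in advance that kept all libraries, with the smallest sizes from DESeq2 with its prior, which shrinks estimates by construction. Leaving out a library gave -2.06 to -1.33 for *Tph2* and 1.37 to 2.34 for *Wnt8b*. *Slc6a3* and *Cck* stayed at a p over 0.05 in every setting.

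Between the libraries labelled *Nkx2.9*LacZ/LacZ and *Nkx2.9*+/+, the 441 genes with an unadjusted p under 0.05 became 1135 without the filter on low values, 263 with a minimum of 20 and 284 with DESeq2 and its prior on 6 libraries, and from 283 (without column 2) to 827 (without column 8) when a library of these genotypes was left out. The first 2 settings test more and fewer genes by construction. Of the 441, 387 were among the 1135, 156 among the 321 found without column 7 and 341 among the 827. The 49 genes with an unadjusted p under 0.01 became 175 without the filter, 25 with a minimum of 20, 91 with only the 6 libraries, 111 without a trend and 80 with edgeR, and from 16 (without column 3) to 128 (without column 8) when a library was left out.

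Between *Nkx2.9*LacZ/+ and *Nkx2.9*+/+, the 473 genes became 1137 without the filter, 242 with a minimum of 20, 280 with only the 6 libraries, 273 with DESeq2 and its prior, 115 and 179 with DESeq2 on 6 libraries with and without a prior, 790 with log2 total reads and 298 with log2 *Xist* as a covariate, and from 445 (without column 7) to 933 (without column 4) when a library was left out. Between *Nkx2.9*LacZ/LacZ and *Nkx2.9*LacZ/+, the 449 genes became 1132 without the filter, 288 with a minimum of 20 and 199 and 280 with DESeq2 on 6 libraries with and without a prior, and from 293 (without column 2) to 740 (without column 5). The share of these genes that were higher in the first-named genotype also moved. Between *Nkx2.9*LacZ/LacZ and *Nkx2.9*+/+ it was 53.1%, and 42.0% and 41.7% with DESeq2 without and with a prior, 38.4% and 40.5% with DESeq2 on 6 libraries without and with a prior, 67.6% with log2 *Xist* as a covariate, 33.9% without column 1 and 72.3% without column 9. Between *Nkx2.9*LacZ/+ and *Nkx2.9*+/+ it was 46.9%, and 31.8% and 33.0% with DESeq2 on 6 libraries without and with a prior, 34.9% with log2 *Xist*, 33.4% without column 5 and 66.3% without column 9. Between *Nkx2.9*LacZ/LacZ and *Nkx2.9*LacZ/+ it was 56.3%, and 72.0% with log2 *Xist* and 45.5% without column 1.

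*En1* lost its p under 0.05 without a trend (log2 fold change -0.60) and with log2 *Xist* as a covariate (-0.44), and leaving out a library gave -0.73 to -0.47, with a p over 0.05 without columns 1, 7 or 9. *En2* gained a p under 0.05 with a pseudocount of 5 (-0.44), no filter (-0.44), only the 6 libraries (-0.44), edgeR (-0.43), DESeq2 without (-0.44) and with a prior (-0.26), and DESeq2 on 6 libraries with (-0.32) and without a prior (-0.43). It ranged from -0.55 (without column 2) to -0.36 (without column 1) when a library was left out. *Pax7* ranged from -0.85 (without column 2) to -0.47 (without column 3), and its p rose over 0.05 without columns 3 or 7. The sign changed for *Nkx2-2*, from -0.27 (without column 7) to 0.10 (without column 9), and for *Otx2*, from -0.070 (without column 7) to 0.12 (without column 8), with -0.052 under log2 total reads as a covariate.

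The 3 lists with an adjusted p under 0.05 in camera became 0 in fry, 0 with an estimated correlation, 0 with log2 total reads as a covariate and from 0 (without column 7) to 3 when a library was left out. Among the other named genes, 20 values gained and 7 lost a p under 0.05 outside the fits that left out a library. The minimum of 20 gave no value for *Tph2*, *Wnt8b*, *Evx1os*, *Optc*, *Gm48627*, *Nmnat1*, *Sstr4*, *Nkx2-9*, *Wnt1* and *Fgf8*, and the DESeq2 settings gave none for the lists. Depth limits *Tph2* (4 to 46 reads), *Wnt8b* (2 to 41 reads) and above all *Nkx2-9* (0 to 7 reads).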

Differences from the paper's values

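The paper gives 287 genes with a p under 0.05, and 441 were found here. Of the alternatives set before the data were examined, the minimum of 20 (263 genes), edgeR (421), DESeq2 without (367) and with a prior (312), and leaving out column 2 (283), column 3 (291), column 5 (430) or column 7 (321) came within 1.5 times of the paper's value, and the others did not. DESeq2 on the 6 libraries gave 284 genes with a prior and 357 without, settings chosen after seeing the values.

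For each gene of Table S1 examined, the sign is opposite to that of the libraries labelled *Nkx2.9*LacZ/LacZ over those labelled *Nkx2.9*+/+, so values for *Nkx2.9*+/+ over *Nkx2.9*LacZ/LacZ are given beside. For *En1* the paper's log2 fold change is 0.40, and the value here is -0.60, or 0.60 with the sign turned. For *Pax7* the paper's value is 0.35 against -0.63, or 0.63 turned, and for *En2* it is 0.32 against -0.44, or 0.44 turned. For *Pcsk1n* the paper's value is 0.41 against -0.54, or 0.54 turned, and for *Srrm2* -0.25 against 0.28, or -0.28 turned. Once the sign is turned, these 5 genes do not differ in size beyond the error. The error was taken as the larger SD of the log2 values within either genotype, which is a spread of libraries and not the error of a fold change. A fit with a prior that shrinks estimates gives the paper's values, while the limma values are not shrunken, so their sizes are not directly comparable. For *Tph2* the paper's value is 0.27 against -1.75, or 1.75 turned, for *Wnt8b* -0.21 against 1.92, or -1.92 turned, and for *Evx1os* 0.32 against -2.38, or 2.38 turned. None of the alternatives set before the data were examined closed the gap in the direction of the labels. With the sign turned, DESeq2 with a prior came within the error for *Tph2* (0.35), *Wnt8b* (-0.26) and *Evx1os* (0.32), and the other alternatives did not.

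DESeq2 with a prior on the recovered reads of the 6 libraries, chosen after seeing the values, gave the values of Table S1 with the sign turned for 38 of 38 genes, with a largest difference of 7.46e-06. *En2* is listed by the paper at a p under 0.01 and had a limma p over 0.05 here, and it passed 0.01 with only the 6 libraries in limma and with DESeq2 on 6 libraries.

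The paper states that *En1*, *En2*, *Pax7* and *Tph2* rise and *Wnt8b* falls in *Nkx2.9*LacZ/LacZ (Figure 7A), and in the libraries labelled *Nkx2.9*LacZ/LacZ the log2 fold changes were -0.60, -0.44, -0.63, -1.75 and 1.92. In situ, the paper also describes a *Tph2* area that reached further rostral and a *Wnt8b* area that appeared smaller, against the labelled directions. It describes less *Dat* and *Cck* in situ too, and these had -0.27 and -0.46, with a limma p over 0.05. An area is not an amount of RNA, so this does not settle the labels. The paper gives 6 libraries in its results and 9 in its methods, and 9 were analysed here.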

Other observations

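What transcript length, sex for *Kdm6a*, blood for *Hbb-y*, the flanking genome, the whole Hox list and other splits for genes with an unadjusted p under 0.05 between *Nkx2.9*LacZ/LacZ and *Nkx2.9*+/+ would show was set out beforehand, while all other tests here were chosen only after the result was seen, and so, with the data at hand, were the exon lengths of the Table S1 genes, the Pearson r of *Kdm6a* with *Xist*, that of *Hbb-y* with the adult beta globins in place of the whole blood list, and the count of genes on another chromosome. The expectation for *Kdm6a* was set out in the direction of change that the paper gives, which the labels turn around.

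The signs of Table S1 are opposite to the labels for all 38 genes found by name. A fit of the 6 libraries with DESeq2 and a prior gives its values with the sign turned for 38 genes, which is consistent with a table of the libraries labelled *Nkx2.9*+/+ over those labelled *Nkx2.9*LacZ/LacZ. An exchange of the labels themselves stays open, since *Nkx2-9* gave an exact permutation p of 0.1, the smallest that 3 libraries against 3 allow. Whether the comparison was read the other way round or the labels were exchanged cannot be told apart from these values.

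Of the 10 splits of the 6 libraries labelled *Nkx2.9*LacZ/LacZ and *Nkx2.9*+/+, 5 gave as many genes with an unadjusted p under 0.05 as the labelled one, 5 as many with a p under 0.01 and 3 as many lists, and the other 9 splits gave 354 to 771 genes. For *Nkx2.9*LacZ/+ against *Nkx2.9*+/+ and for *Nkx2.9*LacZ/LacZ against *Nkx2.9*LacZ/+, 10 of the 10 splits gave at least as many. The split that set columns 4, 7 and 9 against 5, 6 and 8 gave 2932 genes, and columns 4 and 7 are the shallowest libraries. In none of the 3 comparisons did the labelled split stand out by its number of genes, so these numbers do not set genotype apart from chance. With 10 splits, no share under 0.1 can be had in any case.

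Fewer genes had an unadjusted p under 0.05 than 1 in 20 of those tested (441 where 850 are expected). In the simulated reads 4.97% of unchanged genes passed, so low counts alone did not make the test too strict there. Each gene was drawn independently, without variation shared between genes, so this does not decide for the real libraries. Between *Nkx2.9*LacZ/LacZ and *Nkx2.9*+/+ the other splits, with 354 to 771 genes, also stayed under 850. Depth stays open. With log2 total reads as a covariate there were 450 genes between *Nkx2.9*LacZ/LacZ and *Nkx2.9*+/+ (2.65%). There were 539 between *Nkx2.9*LacZ/LacZ and *Nkx2.9*LacZ/+ (3.17%) and 790 between *Nkx2.9*LacZ/+ and *Nkx2.9*+/+ (4.65%). Leaving out a shallow library moved the number between *Nkx2.9*LacZ/LacZ and *Nkx2.9*+/+ both ways, to 767 without column 4 and to 321 without column 7. Without column 8, the deepest, it was 827, so leaving out libraries does not decide on depth. A grouping of the libraries that cuts across the genotypes would raise the spread within them and may lower the number. Between *Nkx2.9*LacZ/+ and *Nkx2.9*+/+, 4 of the other 9 splits gave more genes than 1 in 20, and all 4 had columns 4 and 7 on one side, so such a grouping is a candidate explanation there, with depth or another property of these 2 libraries behind it. Between *Nkx2.9*LacZ/LacZ and *Nkx2.9*LacZ/+, 2 of the other 9 splits did, and between *Nkx2.9*LacZ/LacZ and *Nkx2.9*+/+ 0 did, which leaves it open for the latter.

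A different dissection border in the libraries labelled *Nkx2.9*LacZ/LacZ might shift *En1*, *En2*, *Pax7* and *Tph2* together. The list set out for this, Hox genes and a few other hindbrain genes, did not separate the genotypes (exact permutation p = 0.5, *Nkx2.9*LacZ/LacZ against *Nkx2.9*+/+). It had 163 reads in the libraries labelled *Nkx2.9*LacZ/LacZ, 143 in those labelled *Nkx2.9*LacZ/+ and 159 in those labelled *Nkx2.9*+/+. Most of these reads came from 2 genes that are not reported here by themselves, so the sum says little about the other genes. A shorter list of Hox genes and *Egr2* was chosen after that result was known. Its reads were 27 in the libraries labelled *Nkx2.9*LacZ/LacZ, 12 in those labelled *Nkx2.9*LacZ/+ and 8 in those labelled *Nkx2.9*+/+. The values of *Nkx2.9*LacZ/LacZ and *Nkx2.9*+/+ did not overlap (exact permutation p = 0.1). These are few reads, and 14 of the 27 came from column 2. Another count of Hox reads, which holds genes outside the shorter list, overlapped between these genotypes. It was 2, 10 and 2 in the libraries labelled *Nkx2.9*LacZ/LacZ and 0, 3 and 4 in those labelled *Nkx2.9*+/+. *En1*, *En2*, *Pax7* and *Tph2* fell in the same libraries. Within genotypes, the mean of the 4 genes and that of the serotonergic, isthmus and V0 lists had a Pearson r of 0.33 over 9 libraries (permutation p = 0.426, adjusted p = 0.639 over 6 relations, Spearman rho 0.33, permutation p = 0.375) and of 0.18 without columns 7 and 8. The same lists had a Pearson r of -0.75 with depth (permutation p = 0.0787, adjusted p = 0.236, Spearman rho -0.77, permutation p = 0.0324) and -0.64 without columns 4 and 7, and the 4 genes had -0.59 (permutation p = 0.0556, adjusted p = 0.236, Spearman rho -0.53, permutation p = 0.0833) and -0.29 without those columns. Neither the border nor an effect of genotype is decided by these values.

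The genes of Table S1 that were lower in the libraries labelled *Nkx2.9*LacZ/LacZ had a median exon length of 2153.5 bp (24 genes), against 6030.5 bp in those that were higher (14 genes, permutation p = 0.0062). As had been set out, the ribosomal protein and respiratory chain lists shifted one way (median log2 fold changes of -0.11 and -0.12) and the longest genes the other way (0.03, against -0.03 in the shortest). Over the 16951 genes with a length the trend was weak, with a Spearman rho of the log2 fold change of 0.0704 with exon length (0.0478 without column 7) and a larger one of -0.213 with GC content, which was not tested for the Table S1 genes. Differences in transcript length bias or RNA integrity between libraries remain a candidate explanation for part of the Table S1 genes. A second test was chosen after the first had come out. Without column 7 the 2 lists no longer shifted (0.003 and -0.003), and 24 Table S1 genes had an unadjusted p under 0.05, against 33 with it. Leaving out a library is no correction for length, and the genes had been picked on these libraries, so this does not exclude the explanation, and length, integrity and genotype cannot be told apart for them.

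In the limma fit with log2 *Xist* as a covariate, 23 of the Table S1 genes had an unadjusted p under 0.05. This does not decide on sex as their cause, because the genes had been picked on these libraries. Sex and genotype are also hard to separate, since all 3 libraries labelled *Nkx2.9*LacZ/LacZ had the values of female pools. The flanking genome of the targeted locus as the whole cause is argued against by the 37 Table S1 genes that lie on another chromosome than 12. The list of 26 genes near *Nkx2-9* lay at percentile 50.8 of 10000 random lists in the size of its change. *Kdm6a*, an X-linked gene that escapes inactivation, had a log2 fold change of 0.41, and its Pearson r with *Xist* within genotypes was 0.26 (permutation p = 0.736, adjusted p = 0.755, Spearman rho 0.28, permutation p = 0.634) and -0.06 without columns 6 and 9, so sex stays open for it. The other genes of this list had log2 fold changes of 0.34 (*Eif2s3x*), 0.13 (*Ddx3x*) and 0.13 (*Kdm5c*), and *Eif2s3x* had a Pearson r of 0.72 with *Xist* (permutation p = 0.181, adjusted p = 0.361, Spearman rho 0.77, permutation p = 0.12) and 0.43 without columns 6 and 9.

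*Hbb-y*, an embryonic globin, had a log2 fold change of 0.44. Blood in the tissue could raise it, and its Pearson r with the adult beta globins (*Hbb-bs* and *Hbb-bt*, near-identical copies whose reads may be split) within genotypes was 0.14 (permutation p = 0.755, adjusted p = 0.755, Spearman rho 0.18, permutation p = 0.681) and 0.39 without columns 1 and 8. More blood would raise the adult beta globins too, and their log2 fold changes were -0.46 (*Hbb-bs*, 95% CI -0.96 to 0.05, exact permutation p = 0.2) and -0.47 (*Hbb-bt*, 95% CI -1.09 to 0.14, exact permutation p = 0.4). They point away from blood, but the groups overlap and the intervals include 0, so blood is not excluded. Younger embryos were considered as well. The ratio of *Hbb-y* to the adult beta globins was 0.869 ± 0.323 in the libraries labelled *Nkx2.9*LacZ/LacZ, 0.460 ± 0.186 in those labelled *Nkx2.9*+/+ and 0.441 ± 0.0898 in those labelled *Nkx2.9*LacZ/+ (SD, n = 3 each, exact permutation p = 0.2 for *Nkx2.9*LacZ/LacZ against *Nkx2.9*+/+), and *Hba-x* had a log2 fold change of 0.12. With this spread, blood, age and genotype cannot be told apart.

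Of the lists tested between *Nkx2.9*LacZ/LacZ and *Nkx2.9*+/+, 3 had an adjusted p under 0.05 in limma's camera. The ribosomal protein list (75 genes, 12 higher, adjusted p = 0.00115) and the respiratory chain list (70 genes, 16 higher, adjusted p = 0.00115) fell slightly, and the choroid plexus list had a median log2 fold change of -1.21 (3 genes, 0 higher, adjusted p = 0.0104), which was -0.67 without column 7. None held under fry or an estimated correlation. *Ttr*, a choroid plexus gene of that list, had 3.75 ± 2.31 normalized counts in the libraries labelled *Nkx2.9*LacZ/LacZ and 11.0 ± 8.49 in those labelled *Nkx2.9*+/+ (SD, n = 3 each). The other lists had median log2 fold changes of 0.03 (forebrain), -0.07 (blood), 0.08 (proliferation), -0.02 (Wnt targets), -0.17 (V0 neurons, -0.08 without column 7) and 0.05 (genes near *Nkx2-9*), with adjusted p from limma's camera of 0.886, 0.789, 0.435, 0.352, 0.0921 and 0.886. *Evx2* and *Skor1*, which are in Table S1 and were left out of the V0 list, had -1.25 and -2.97, and *Evx1*, which is not in it, had -1.49.

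The paper follows other genes by in situ hybridization, and their log2 fold changes between the libraries labelled *Nkx2.9*LacZ/LacZ and *Nkx2.9*+/+ were 0.25 for *Th* (exact permutation p = 0.5), 0.21 for *Nr4a2* (*Nurr1* in the paper, exact permutation p = 0.3), -0.71 for *Pitx3* (limma p = 0.0341, adjusted p = 0.99999, exact permutation p = 0.1), 0.04 for *Otx2* (exact permutation p = 0.8) and -0.47 for *Aldh1a1* (*Ahd2* in the paper, exact permutation p = 0.5). The paper states that *Nurr1* and *Pitx3* expression was unaltered (Figure S2B,C). *Pitx3* had 21.9 ± 7.15 normalized counts in the libraries labelled *Nkx2.9*LacZ/LacZ and 35.4 ± 1.79 in those labelled *Nkx2.9*+/+ (SD, n = 3 each), without overlap. Its unadjusted p stayed under 0.05 in 9 of 11 alternatives set out beforehand, but not with DESeq2 with or without a prior, nor without column 1, 2, 8 or 9, and the gene overlaps *Elovl3*, so the fall is uncertain. The paper followed *Wnt1* and *Fgf8* in the mutant at an earlier stage than that of the libraries. *Wnt1* had 4, 1 and 2 reads in the libraries labelled *Nkx2.9*LacZ/LacZ and 6, 8 and 4 in those labelled *Nkx2.9*+/+. Its log2 fold change was -1.46 (limma p = 0.0746, exact permutation p = 0.2), and its values overlapped. The limma p was under 0.05 in 1 of 10 alternatives set out beforehand (0.0258 with a pseudocount of 5). *Fgf8* had at most 2 reads in a library and a log2 fold change of 0.52 (exact permutation p = 0.4). At these depths neither a change nor its absence can be told. The genes with the smallest p whose values did not overlap were *Optc* (1.63), *Gm48627* (2.10), *Nmnat1* (1.54), *Clint1* (0.53) and *1700048O20Rik* (0.99) among those higher in the libraries labelled *Nkx2.9*LacZ/LacZ, and *Rn7s1* (-1.75) and *Sstr4* (-2.23) among those lower, beside *Tph2*, *Evx1os* and *Pcsk1n*. *Rn7s1* has near-identical copies and fell by 1.04 without column 7, and *Optc*, *Gm48627*, *Nmnat1* and *1700048O20Rik* overlap other genes.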
